# Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish

**DOI:** 10.1186/1471-2164-15-1136

**Published:** 2014-12-18

**Authors:** Arjan P Palstra, Mireia Rovira, David Rizo-Roca, Joan Ramon Torrella, Herman P Spaink, Josep V Planas

**Keywords:** Exercise, Swimming, Growth, Muscle, Transcriptome, Zebrafish

## Abstract

**Background:**

The adult skeletal muscle is a plastic tissue with a remarkable ability to adapt to different levels of activity by altering its excitability, its contractile and metabolic phenotype and its mass. We previously reported on the potential of adult zebrafish as a tractable experimental model for exercise physiology, established its optimal swimming speed and showed that swimming-induced contractile activity potentiated somatic growth. Given that the underlying exercise-induced transcriptional mechanisms regulating muscle mass in vertebrates are not fully understood, here we investigated the cellular and molecular adaptive mechanisms taking place in fast skeletal muscle of adult zebrafish in response to swimming.

**Results:**

Fish were trained at low swimming speed (0.1 m/s; non-exercised) or at their optimal swimming speed (0.4 m/s; exercised). A significant increase in fibre cross-sectional area (1.290 ± 88 vs. 1.665 ± 106 μm^2^) and vascularization (298 ± 23 vs. 458 ± 38 capillaries/mm^2^) was found in exercised over non-exercised fish. Gene expression profiling by microarray analysis evidenced the activation of a series of complex transcriptional networks of extracellular and intracellular signaling molecules and pathways involved in the regulation of muscle mass (e.g. IGF-1/PI3K/mTOR, BMP, MSTN), myogenesis and satellite cell activation (e.g. PAX3, FGF, Notch, Wnt, MEF2, Hh, EphrinB2) and angiogenesis (e.g. VEGF, HIF, Notch, EphrinB2, KLF2), some of which had not been previously associated with exercise-induced contractile activity.

**Conclusions:**

The results from the present study show that exercise-induced contractile activity in adult zebrafish promotes a coordinated adaptive response in fast muscle that leads to increased muscle mass by hypertrophy and increased vascularization by angiogenesis. We propose that these phenotypic adaptations are the result of extensive transcriptional changes induced by exercise. Analysis of the transcriptional networks that are activated in response to exercise in the adult zebrafish fast muscle resulted in the identification of key signaling pathways and factors for the regulation of skeletal muscle mass, myogenesis and angiogenesis that have been remarkably conserved during evolution from fish to mammals. These results further support the validity of the adult zebrafish as an exercise model to decipher the complex molecular and cellular mechanisms governing skeletal muscle mass and function in vertebrates.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1136) contains supplementary material, which is available to authorized users.

## Background

In all animals, skeletal muscle has evolved to play a fundamental role in locomotion and energy metabolism. The adult skeletal muscle is a post-mitotic tissue with unique plasticity, that is, it has an extraordinary ability to adjust to changes in its physiological environment by altering its excitability, its contractile and metabolic phenotype and its mass. Importantly, skeletal muscle usage is able to exert profound changes in its phenotype. The induction of contractile activity by exercise represents a physiological stimulus that elicits important adaptive responses in skeletal muscle either directly by mechanical strain or indirectly through its ability to increase intracellular calcium levels in response to neural stimulation [1–3]. These adaptive responses, that ultimately serve to increase fitness, are governed by genetic programs involving complex transcriptional responses that depend on the activity of transcription factors and chromatin modifying enzymes [4, 5] and are not fully understood, even in mammals. Due to the known beneficial effects of exercise-induced skeletal muscle activity for preventing cardiovascular (e.g. coronary heart disease, hypertension), metabolic (e.g. type 2 diabetes mellitus, obesity) and age-related (e.g. sarcopenia) conditions [6, 7] in humans, knowledge on the pathways that participate in the adaptation of skeletal muscle to exercise-induced activity is of crucial importance for understanding the basic mechanisms involved in this process. This may also be important for assessing possible modulatory effects of exercise on muscle regeneration and for identifying potential pharmaceutical targets useful for the treatment of muscle disorders.

After two decades as a research model, the zebrafish (*Danio rerio*) has made important contributions to our current knowledge on skeletal muscle developmental biology [8, 9] and the pathological basis of neuromuscular disorders, such as muscular dystrophy and myopathies [10, 11]. This has been possible because the zebrafish skeletal muscle has many molecular features (i.e. a conserved transcriptional network regulating myogenesis), as well as histological and ultrastructural features, that are very similar to those in the mammalian muscle [12, 13]. Furthermore, the zebrafish has anatomically separated fast- and slow-twitch fibres as a result of distinct ontogenic programs making this an interesting model to investigate fibre type specification [9] and fibre growth [14, 15]. Therefore, the zebrafish, due its tractability and the ease of genetic manipulation coupled with the vast genetic and genomic tools available, has tremendous potential to contribute importantly to our knowledge on skeletal muscle function and, specifically, on the mechanisms responsible for the regulation of adult muscle mass in vertebrates, including humans. However, most of the current knowledge on the regulation of skeletal muscle mass in zebrafish is derived from studies on the effects of muscle inactivity or injury and on genetic models of human muscle disorders [10, 14, 16] and not based on models of increased skeletal muscle activity, such as induced by exercise. In order to begin to elucidate the effects of exercise-induced contractile activity on skeletal muscle physiology in adult zebrafish and to contribute to its establishment as an exercise model species in fish and biomedical research, we recently studied the swimming economy in adult zebrafish and established its optimal swimming speed (i.e. the swimming speed at which the cost of transport is lowest and the energetic efficiency is highest) [17]. By applying these aerobic exercise conditions in a swimming training protocol for 20 days, a significant exercise-induced growth was demonstrated for the first time in adult zebrafish that was associated with the regulated expression of growth marker genes in fast muscle [17]. Based on the results from that study, we put forward the notion that zebrafish can be used as an exercise model for studying muscle growth. Therefore, the present study aimed to describe the cellular and molecular adaptive response of fast skeletal muscle to swimming-induced exercise in adult zebrafish and further validate the zebrafish as a useful animal model for investigating the effects of exercise on skeletal muscle physiology in vertebrates.

In the present study, we report on the effects of exercise training on the cellular and molecular characteristics of fast muscle in adult zebrafish. Our results indicate that exercise-induced contractile activity in adult zebrafish promotes a coordinated adaptive response in fast muscle that leads to increased muscle mass by hypertrophy and increased vascularization by angiogenesis. These phenotypic changes are likely the result of the transcriptional activation of a series of complex networks of extracellular and intracellular signaling molecules and pathways involved in the regulation of muscle mass, myogenesis and angiogenesis in adult zebrafish, some not previously associated with exercise-induced contractile activity. Moreover, the present study reinforces the notion that zebrafish is a valid and promising animal model to promote our understanding of the complex mechanisms responsible for the regulation of adult skeletal muscle mass by exercise.

## Results

### Exercise training promotes changes in fibre morphometry and capillarization in fast muscle of adult zebrafish

Morphometrical assessment of fast muscle in exercised and non-exercised adult zebrafish was performed to evaluate the effects of exercise training on skeletal muscle cellular characteristics (Figure 1A-D). Exercised zebrafish showed a significant (P < 0.05) increase (29%) in fibre cross-sectional area (FCSA) (Figure 1E). Furthermore, exercised zebrafish also showed a significant (P < 0.05) increase in fibre perimeter (12%) (Figure 1F) and a non-significant decrease in fibre density (Figure 1G) in fast muscle without changes in the shape of the fibres, as indicated by the absence of differences in fibre circularity (shape factor) between exercised and non-exercised zebrafish (Figure 1H). Fast muscle fibre frequency distribution analyses in non-exercised and exercised zebrafish evidenced that log-normal regression curves were centered around higher FCSA values in exercised (approximately 1.400 μm^2^) (Figure 1I) over non-exercised zebrafish (approximately 1.100 μm^2^) (Figure 1J), as also deduced by the significant (P < 0.0001) shift to the right of the regression curve of exercised zebrafish relative to that of non-exercised zebrafish (Figure 1K; Additional file 1: Table S1). When the mean percentages of muscle fibres were grouped into three major intervals of FCSA and quantified, exercised zebrafish presented significantly lower percentages of small fibres (FCSA < 1.200 μm^2^) but significantly higher percentages of medium (with sizes between 1.200 μm^2^ and 2.400 μm^2^) and large fibres (FCSA > 2.400 μm^2^) than non-exercised zebrafish (Additional file 1: Table S1). Therefore, these observations clearly indicate that fibre size was significantly increased in exercised zebrafish and, consequently, that exercise training caused hypertrophy of fast muscle fibres in adult zebrafish.Exercise training also induced vascularization of the fast muscle in zebrafish, as assessed by histochemical quantification of capillaries (Figure 1C,D). The total capillary density increased by 54% (P < 0.01) in fast muscle of exercised relative to non-exercised zebrafish (Figure 2A). Importantly, exercise training caused a significant (P < 0.001) increase in the number of capillaries in contact with each fibre (98%) (Figure 2B) as well as a significantly greater number of capillaries per fibre area (52%) (Figure 2C) and per fibre perimeter (76%) (Figure 2D) in fast muscle of adult zebrafish. The capillary-to-fibre ratio (CD/FD) increased by 74% (P < 0.001) in exercised zebrafish (Figure 2E). However, maximal diffusion distance between the capillary and the centre of the fibre was modestly but significantly (P < 0.05) increased (15%) in the fast muscle of exercised zebrafish (Figure 2F), likely as a result of a greater fibre size.

**Figure 1:**
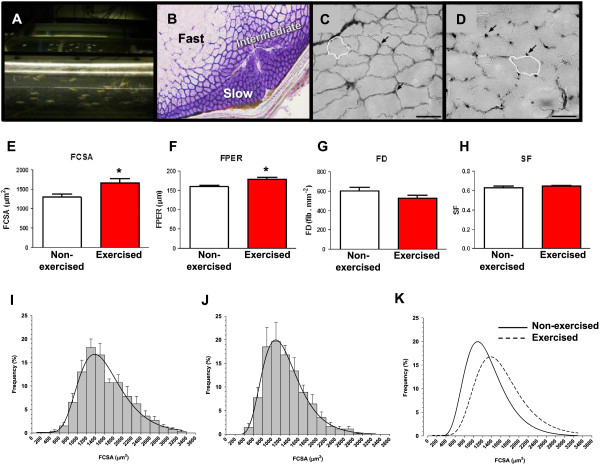
**Morphometrical fibre parameters in fast muscle of exercised and non-exercised adult zebrafish. A**: Image of the swim tunnels used for exercise training. Front tunnel: exercised zebrafish; back tunnel: non-exercised zebrafish. **B-D**: Images of zebrafish cross-sectional white muscle. Images correspond to representative serial transverse secions stained **(B)** for succinate dehydrogenase for the identification of fast, intermediate (pink) and slow muscle fibres; **(C and D)** for ATPase for capillary demonstration (arrows) and FCSA and FPER measures (white drawing) from a non-exercised **(C)** and an exercised **(D)** adult zebrafish. Bar represents 50 μm. Morphometric fibre parameters measured in non-exercised and exercised zebrafish were: *FCSA*, fibre cross-sectional area (μm^2^) **(E)**; *FPER*, fibre perimeter (μm) **(F)**; *FD*, fibre density (fibres/mm^2^) **(G)**; *SF*, shape factor **(H)**. Statistical significance values between non-exercised and exercised zebrafish: *P < 0.05. Values are mean ± SEM from a sample size of n = 8 for each condition. I-J: Fibre cross-sectional area histograms from fast muscle of exercised **(I)** and non-exercised **(J)** adult zebrafish. In K, the two overlapped curves are shown. Muscle fibre areas were grouped in intervals of 200 μm^2^ and the data correspond to mean ± SEM frequency of six animals. Curves represent a log-normal regression of four parameters. Regression parameters are shown in Additional file 1. See Methods for details.

**Figure 2:**
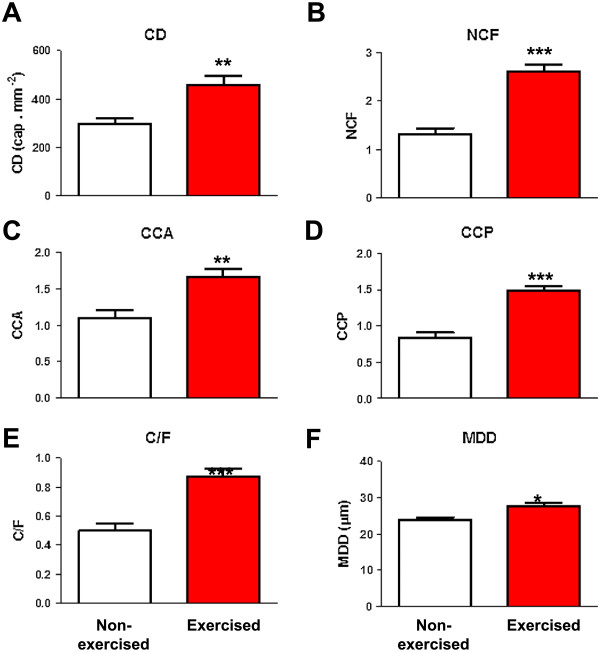
**Morphometrical capillarity parameters in fast muscle of exercised and non-exercised adult zebrafish.** Parameters measured were: *CD*, capillary density (capillaries/mm^2^) **(A)**; *NCF*, number of capillaries in contact with each fibre **(B)**; *CCA*, relationship between NCF and the FCSA (NCF · 10^3^/FCSA) **(C)**; *CCP*, relationship between NCF and the FPER (NCF · 10^2^/FPER) **(D)**; *C/F*, capillary-to-fibre ratio (CD/FD) **(E)** and *MDD*, maximal diffusion distance between the capillary and the centre of the fibre **(F)**. Statistical significance values between non-exercised and exercised zebrafish: *P < 0.05, **P < 0.01, ***P < 0.001. Values are mean ± SEM from a sample size of n = 8 for each condition.

### Exercise training induces profound transcriptomic changes in fast muscle of adult zebrafish

In order to gain insight into the molecular basis of the increase in fast muscle fibre hypertrophy and vascularization in exercised adult zebrafish, we evaluated the transcriptomic response of fast muscle to swimming-induced exercise by microarray analysis. 

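Fast muscle RNA of 8 exercised and 8 non-exercised zebrafish was labelled with Cy3 and hybridised to 16 Agilent arrays of a custom zebrafish design, with 1 array per fish. The deposited scanner files, which the authors made with Agilent Feature Extraction, give each spot a median intensity, a local background and a processed signal from which the background has been subtracted. From there, the processed signal was put on the log2 scale and the 75th percentile over the 43803 non-control probes of the array was subtracted. Spots marked as outliers were left out, between 49 and 892 per array, and no spot was saturated. Every non-control probe was tested with limma's moderated test between the groups, with Benjamini-Hochberg adjustment, and probes with an adjusted p under 0.05 were called. Symbols came from the RefSeq accession printed for a probe, which 9005 probes had, and the authors' descriptions in their deposited table of differentially expressed probes named a further 214. Of the RefSeq-named probes of a gene, the one with the highest mean signal over the 16 arrays stood for the gene and is called its brightest probe. Other probes of a gene, and probes named only by the authors' description, are given where their call or direction differed. The array signals give no count, so the number of fish limits the precision.

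On the arrays of exercised fish, between 21.1% and 54.0% of the probes were well above background, with a median of 40.1%. On those of non-exercised fish the share ran from 33.7% to 48.5%, with a median of 41.7% (exact permutation test on the means, two-sided, p = 0.524). The local background had a mean of 26.8 ± 1.67 (SD) on the exercised arrays and 26.6 ± 1.85 (SD) on the non-exercised arrays. Where no array of a group was well above background for a probe, only a bound is given, as at least an N-fold difference. The bound sets the mean of the brighter group against, per array, the higher of the probe's own signal and the lowest signal among probes well above background, and no fold is given where it falls under 1.

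The arrays lay on 4 slides of 4 arrays each. Slides 1 and 2 held non-exercised fish 1 to 4 and 5 to 8, and slides 3 and 4 held exercised fish 1 to 4 and 5 to 8. The slides of the groups were scanned on different days, so scan day and training cannot be told apart. On slide 4 the negative control spots lay at -2.88 on the log2 scale over the 75th percentile, against -4.04, -4.34 and -4.68 on slides 1 to 3. The share of probes well above background was 30.1% on slide 4 and 48.3% on slide 3.

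**Figure D1:**
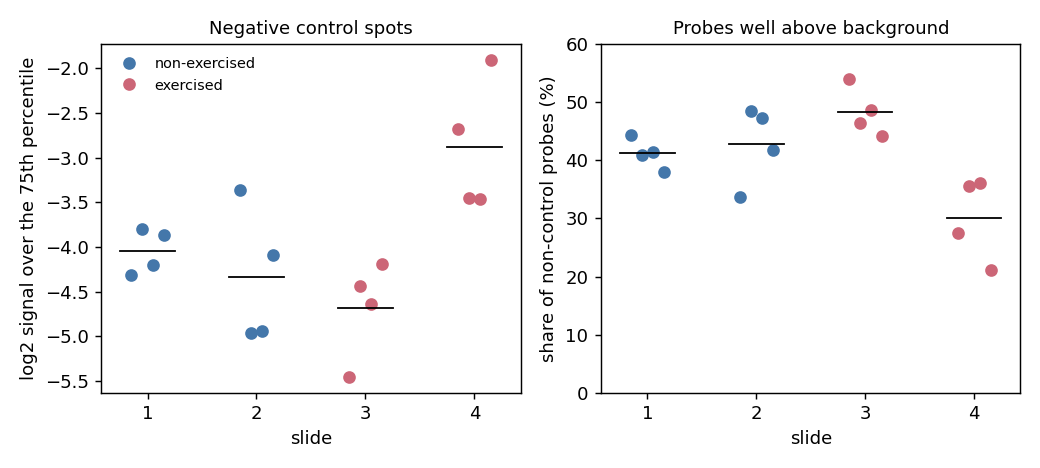
Negative control spots as log2 signal over the 75th percentile of the array (left) and the share of non-control probes well above background in percent (right), by slide. Each point is 1 fish and each line is the mean of a slide, and slide 4 has the highest negative control spots (mean -2.88) and the lowest share (mean 30.1%).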

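Of the 43803 probes, 2005 were called higher and 785 lower in exercised fish by limma's moderated test, so that 71.9% of the calls were higher. Counted by gene, 1738 of 34845 genes were higher and 649 lower, where probes without a symbol were grouped by the identifier that the scanner files print. The median log2 fold change of all genes was 0.25 under the 75th percentile shift. It was -0.03 after normexp background correction of the median spot signal, -0.07 without background correction, 0.01 after quantile normalization, and within 0.01 of 0 after a median shift or cyclic loess. Changes of gene families are therefore given against the other genes. The share of higher calls was 63.3% after normexp, 50.8% without background correction, 53.4% after quantile normalization, 49.7% after a median shift and 63.3% after cyclic loess.

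The methods' t-test at their unadjusted threshold called 2883 probes higher and 1820 lower, and after Benjamini-Hochberg adjustment 1976 higher and 1072 lower. The slide as a random block moved the counts most, to 82 probes higher and 0 lower, with a consensus correlation of 0.3003 between arrays of a slide. With that block, most called probes among the genes given individually lost their call. Those of hdac6 (adjusted p = 0.0429), traf6 (adjusted p = 0.0205), rps24 (adjusted p = 0.0386) and klf1 (adjusted p = 0.0333) kept it. Between the slides of one group, 14333 probes were called for slide 4 against slide 3, both of exercised fish, and 767 for slide 2 against slide 1, both of non-exercised fish. Against all non-exercised fish, exercised fish on slide 3 alone had 1315 probes higher and 613 lower, and those on slide 4 alone had 14528 higher and 1095 lower.

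With 1 fish left out at a time, the number of probes called higher ran from 1354, without non-exercised fish 3, to 2883, without exercised fish 1. The number called lower moved by more than 1.5 times without any one of 8 fish. It was 449, 287, 421 and 427 without non-exercised fish 1, 3, 5 and 7, and 1196, 338, 410 and 433 without exercised fish 1, 2, 3 and 4. Counted by gene, it was 357, 231, 342 and 346 without the same non-exercised fish, and 1001, 274, 329 and 353 without the same exercised fish.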

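Of the called probes, 540 were well above background on all 16 arrays, and 181, all higher in exercised fish, were so on none. For 1175 probes called higher and 27 called lower, these 181 among them, at least 1 group had no array well above background. Across probes, the log2 fold change fell with the mean signal (Spearman's rho -0.32 over 43803 probes, which are not independent replicates). Among the probes with a mean signal under the median, 931 were called higher and 8 lower, and among those above it 1074 were called higher and 777 lower. After normexp background correction, 4 of these dimmer probes were called higher and 4 lower, and rho was 0.00. Without background correction, 11 were called higher and 70 lower, and rho was 0.07. After cyclic loess, 740 were called higher and 156 lower. The calls were 448 higher and 188 lower after quantile normalization, and 667 and 49 after a median shift. Within the exercised group the slides differed: against all non-exercised fish, the dimmer probes had a median log2 difference of -0.52 on slide 3 and 1.20 on slide 4, and the brighter probes -0.01 and -0.09.

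**Figure D2:**
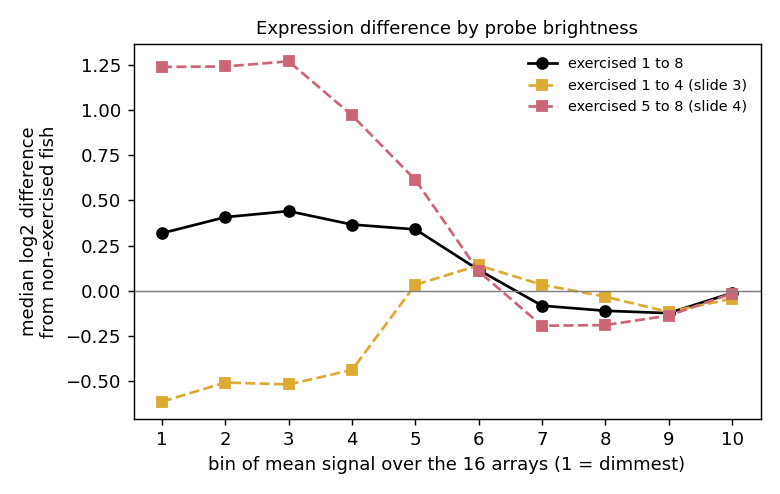
Median log2 difference of exercised from non-exercised fish in 10 bins of the mean signal over the 16 arrays, from the dimmest to the brightest probes. The black line is all 8 exercised fish and the dashed lines are exercised fish 1 to 4 (slide 3) and 5 to 8 (slide 4), which part in the dimmer bins, with medians of -0.61 and 1.24 in bin 1, and lie closer together from bin 6 on.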

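Among the 198 called probes that were well above background on all 16 arrays and carried a gene symbol, the largest increases were in anks6 (probe A_15_P120487, log2 fold change 2.85 ± 0.42 (SE), adjusted p = 0.00051) and cpt1b (2.39 ± 0.42, adjusted p = 0.00239). They were followed by ints9 (2.24 ± 0.46, adjusted p = 0.00688), agpat3 (2.08 ± 0.31, adjusted p = 0.000677) and eef2k (2.08 ± 0.53, adjusted p = 0.0255). The signal of anks6 was higher in each of the 8 exercised fish than in any non-exercised fish. The call of eef2k was lost after normexp background correction (adjusted p = 0.149), and without non-exercised fish 3 or 7 or exercised fish 2 or 4 (adjusted p 0.0542 to 0.0593). The largest decreases were in actc2 (-2.67 ± 0.63, adjusted p = 0.0162), 2 probes of prmt1 (-1.92 ± 0.46, adjusted p = 0.0162, and -1.85 ± 0.44, adjusted p = 0.0165), psma5 and cirbpa, which fell by 1.57 ± 0.30 (adjusted p = 0.00456). The symbols cpt1b, ints9 and cirbpa are the authors' descriptions of their probes.

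The authors' deposited table lists 2985 non-control probes, 1931 higher and 1054 lower in exercised fish. Of these, 2492 (83.5%) were called here, and 298 probes were called here that the table does not list. All 2985 listed probes had the same sign of change, and across them the log2 fold changes correlated at Pearson's r 0.9997 and Spearman's rho 0.9989. The methods' t-test after Benjamini-Hochberg adjustment called 2962 of the 2985. In the table, the lowest fold change was 1.20, and 176 of its probes were not well above background on any array.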

Gene expression profiling of the zebrafish fast muscle evidenced important transcriptomic changes, with 1.625 genes down-regulated and 2.851 genes up-regulated in response to exercise training. 

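Gene families defined by symbol were tested as sets with camera (inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over 16 families. The 37 proteasome subunits were lower than the other genes in exercised fish (adjusted p = 2.86e-16), with a median log2 fold change of -0.85 and 33 of the 37 lower. The 18 complex I subunits were all higher, with a median of 0.67 (adjusted p = 0.00233), and so were the 10 ATP synthase subunits, with a median of 0.69 (adjusted p = 0.00276), though 1 of these was lower after quantile normalization, a median shift or cyclic loess. Of the 64 ribosomal protein genes 42 were lower, with a median of -0.11 (adjusted p = 0.00276), while rps24 was the only one called by itself, and it was higher (adjusted p = 0.000134). Its probe was well above background on 4 exercised and 0 non-exercised arrays, so it has no fold change. By contrast, 62 of the 64 ribosomal protein genes had a probe well above background on all 16 arrays. The call of so dim a probe is therefore weak ground for a rise of rps24. The single calls of ribosomal protein genes depended on the scaling. After quantile normalization 60 of the 64 were lower and 12 were called lower, and after cyclic loess 60 and 16. After a median shift 60 were lower and 1 was called lower. After normexp 51 were lower, and without background correction 49, with 0 called lower in both. These 4 families kept their direction against the other genes under every scaling tried. The estimated inter-gene correlation moved the families most, and none was called with it (adjusted p 0.438 to 0.979). Under fry the proteasome subunits kept their call (adjusted p = 0.0103), and complex I (0.0912), ATP synthase (0.0503) and ribosomal proteins (0.513) did not. On the probes well above background on at least 8 arrays, the ribosomal proteins were not called (adjusted p = 0.162).

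The 12 other families were not called. The 11 TCA cycle enzymes had a median of 0.44 (adjusted p = 0.0826) and were called under 4 of the 5 other scalings (adjusted p 0.00159 to 0.00644). The 24 glycolytic enzymes had a median of 0.15 (adjusted p = 0.97), which was -0.09 after a median shift. The 9 cytochrome c oxidase subunits had a median of 0.48 (adjusted p = 0.512). The 6 collagens had a median of 0.62 (adjusted p = 0.144), all higher under the 75th percentile shift and 3 higher and 3 lower under the 5 other scalings, and were called on the probes well above background on at least 8 arrays (adjusted p = 0.0123) or on all 16 (adjusted p = 0.0345). The 30 hox genes had a median of 0.23 (adjusted p = 0.176), which was -0.03 after a median shift, with 6 called higher, and as a set they were called after normexp background correction (adjusted p = 0.0366) and with probes well above background on at least 8 arrays (adjusted p = 0.0107). Among 10000 random lists matched on mean signal, the median of the proteasome subunits and that of the ribosomal proteins lay below every list, and those of complex I, ATP synthase and collagens lay at percentiles 99.8, 98.1 and 99.1.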

Initial classification of differentially expressed genes by Gene Ontology categories using DAVID revealed a significant (p < 0.05) enrichment in functional categories related to muscle development and differentiation, sarcomeric contractile elements, cell cycle and apoptosis, protein, carbohydrate and lipid metabolism, oxidative phosphorylation and blood vessel development (Table 1). 

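Of 45 genes of neuromuscular transmission, contraction and the extracellular matrix that the paper names as examples, 23 had a probe with that name, and 17 of these were higher and 6 lower in exercised fish. Called among them were casq1a, col1a1a and chrm2a, all higher. The calsequestrin gene casq1a (probe A_15_P117576) rose by a log2 fold change of 1.42 ± 0.40 (SE, 8 fish per group, adjusted p = 0.0385) and was above the non-exercised mean in all 8 exercised fish. Its call was lost after a median shift (adjusted p = 0.0527), under the methods' t-test (adjusted p = 0.0529), and with any one of 11 of the 16 fish left out (adjusted p 0.0503 to 0.0901). The muscarinic receptor gene chrm2a (A_15_P121192) was well above background on 3 exercised and 0 non-exercised arrays, so it has no fold change (adjusted p = 0.00199), and it was not called after normexp (adjusted p = 0.296) or without background correction (adjusted p = 0.177). The collagen gene col1a1a (A_15_P106798) stood at the threshold, with 1.43 ± 0.42 (adjusted p = 0.05). Its call was lost after normexp, quantile normalization or a median shift, under the methods' t-test (adjusted p 0.0611 to 0.0841), and with any one of 14 fish left out (adjusted p 0.0561 to 0.114), and its second probe was not called (adjusted p = 0.0927). The acetylcholinesterase gene ache (A_15_P111197) changed by 0.16 ± 0.29 (adjusted p = 0.759), and by -0.09 after a median shift. For troponin T3 the brightest probe, of tnnt3b, was measured only in non-exercised fish 1 to 4 (slide 1) and exercised fish 5 to 8 (slide 4), as the other spots were left out. It changed by 0.09 ± 0.38 (adjusted p = 0.905), and its sign turned under 4 of the 5 other scalings. The brighter of 2 probes of tnnt3a (A_15_P103742), which is in the deposited table, was well above background on 7 non-exercised and 0 exercised arrays and at least 2.10-fold lower in exercised fish (adjusted p = 0.0135), while the other was not called (adjusted p = 0.177). Other called genes of contraction and the matrix in Table 2 were capn3a (1.63 ± 0.25, adjusted p = 0.0008), tmod4 (1.48 ± 0.34, adjusted p = 0.0141), col1a2 (1.78 ± 0.47, adjusted p = 0.0298) and nfatc1, which was well above background on 2 exercised and 0 non-exercised arrays (adjusted p = 0.0377). The call of col1a2 was lost after normexp (adjusted p = 0.051) and with any one of 10 fish left out.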

Importantly, exercise training modulated the expression of genes involved in a wide variety of processes that are responsible for the functional contractile activation of skeletal muscle fibres: activation of neuromuscular communication (e.g. *ache, chrm2, scn4b*), translation of nerve-evoked electrical activity into an intracellular Ca^2+^ signal (i.e. excitation-contraction coupling) (e.g. *atp2a1, calm1, casq1, pvalb, ppp3ca, ryr1*), sarcomere contraction (e.g. *actn4, actb, actc1, capzb, mybph, myh11, myl2, myl9, mylpf, tpm1, tnni2, tnnt3, ttn*), cytoskeletal transmission of sarcomeric contractile force to the sarcolemma (e.g. *ank2, dag1, des, dmd, dtnbp1, flnc, itga2b, itgb4, lmna, myoz1, myoz2, sntb1, sptbn, vim*) and force transmission and muscle structure maintenance by the extracellular matrix (e.g. *col1a1, col8a2, col16a1, lama1, lamc3, loxl2, loxl3, sdcbp, tnc*) (Table 2). Furthermore, exercise training also altered the expression of fast muscle genes involved in the control of muscle growth and development, such as growth factors (e.g. *egfr, fgf13, fgf18, fgf20, fgfr1, fgfr2, fst, igf1r, igfbp1, igfbp3, igfbp7, igf2, mstn, ngf, tgfb1, tgfb2*), extracellular signaling molecules (e.g. *bmp1, bmp4, bmpr1a, bmpr1b, ihh, nog, shh, wnt7a, wnt10a*), components of intracellular signaling pathways (e.g. *esrra, esrrb, esrrg, foxa1, foxo3, irs1, irs2, mapk1, mapk8, mapk13, mapk14pik3c2b, smad6*) and transcriptional regulators of myogenesis (e.g. *hdac4, hadc6, id1, id3, mef2a, mef2ca, mef2d, pax3*) (Table 2).

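Of the 46 genes listed as examples of growth factors, signalling molecules and regulators of myogenesis, 34 had a probe with that name, and 26 of these were higher and 8 lower in exercised fish. Called were fgf20a, fgfr1a, foxa1, igfbp7 and mstnb, all higher. The insulin-like growth factor binding protein gene igfbp7 (probe A_15_P117386) rose by a log2 fold change of 1.24 ± 0.34 (SE, adjusted p = 0.0358). The call of igfbp7 was lost after a median shift (adjusted p = 0.0899) and with any one of 9 of the 16 fish left out (adjusted p 0.0591 to 0.0774). Not counted among the 34, a probe that the authors describe as hdac6 (LOLG570) was well above background on 5 exercised and 0 non-exercised arrays and at least 2.57-fold higher in exercised fish (adjusted p = 0.000212). The 2 transforming growth factor genes were not called. The change of tgfb2 (A_15_P101203) was 0.01 ± 0.30 (adjusted p = 0.993), and its sign turned under 3 of the 5 other scalings and without any one of 7 fish. The probe of tgfb1a was well above background on 4 non-exercised and 0 exercised arrays (adjusted p = 0.518). The kinase gene mapk14a fell by 0.96 ± 0.29 on the log2 scale (adjusted p = 0.0518), and it was called under 6 other settings, with the mean over its probes (adjusted p = 0.00926) and without non-exercised fish 8 or exercised fish 1 or 6, with the lowest adjusted p of 0.00301 under array weights. Its 5 other probes, all in the deposited table, were called lower (adjusted p 0.00316 to 0.0448).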

**Table 1:** **Functional annotation analysis based on GO terms in zebrafish fast muscle in response to swimming (DAVID)**

GO Term		Count	P-value
GO:0014706	Striated muscle tissue development	41	0,0014644
GO:0051146	Striated muscle cell differentiation	31	0,0042799
GO:0030239	Myofibril assembly	10	0,0227268
GO:0031032	Actomyosin structure organization	14	0,0028624
GO:0032956	Regulation of actin cytoskeleton organization	28	0,0318891
GO:0040007	Growth	65	1,72E-05
GO:0045926	Negative regulation of growth	36	0,0074826
GO:0000278	Mitotic cell cycle	124	8,01E-08
GO:0051726	Regulation of cell cycle	92	0,0053137
GO:0006915	Apoptosis	161	0,0014411
GO:0043065	Positive regulation of apoptosis	110	0,0295542
GO:0006457	Protein folding	60	1,67E-04
GO:0030162	Regulation of proteolysis	19	0,0245616
GO:0006468	Protein amino acid phosphorylation	173	0,0038954
GO:0006511	Ubiquitin-dependent protein catabolic process	84	2,55E-06
GO:0006979	Response to oxidative stress	46	0,0414755
GO:0080135	Regulation of cellular response to stress	31	0,0418028
GO:0045454	Cell redox homeostasis	21	0,0378637
GO:0015980	Energy derivation by oxidation of organic compounds	51	1,68E-04
GO:0022900	Electron transport chain	41	5,67E-04
GO:0006754	ATP biosynthetic process	32	0,0025614
GO:0006119	Oxidative phosphorylation	44	5,45E-07
GO:0044262	Cellular carbohydrate metabolic process	111	6,80E-04
GO:0006096	Glycolysis	21	9,35E-04
GO:0044255	Cellular lipid metabolic process	157	4,84E-06
GO:0006635	Fatty acid beta-oxidation	15	7,99E-04
GO:0006631	Fatty acid metabolic process	75	2,13E-07
GO:0006633	Fatty acid biosynthetic process	30	0,0013958
GO:0006520	Cellular amino acid metabolic process	71	5,16E-04
GO:0042180	Cellular ketone metabolic process	190	1,95E-11
GO:0001568	Blood vessel development	78	1,68E-04
GO:0048514	Blood vessel morphogenesis	68	3,13E-04
GO:0001570	Vasculogenesis	16	0,0194009
GO:0045449	Regulation of transcription	593	0,0425425
GO:0043408	Regulation of MAPKKK cascade	35	0,011466
GO:0051101	Regulation of DNA binding	42	0,0010788
GO:0007243	Protein kinase cascade	95	0,0387284
GO:0030509	BMP signaling pathway	17	0,0170619
GO:0016055	Wnt receptor signaling pathway	53	2,84E-06

**Table 2:** **Selected differentially expressed genes in fast muscle of exercised zebrafish that participate in the contractile activation of skeletal muscle fibers**

Gene name gene description		FC	Gene name gene description		FC
Muscle contraction			Muscle growth and development		
*capn8*	Calpain 8	**4.11**	*fgf20*	Fibroblast growth factor 20	**8.94**
*actn4*	Actinin, alpha 4	**3.99**	*hdac6*	Histone deacetylase 6	**6.42**
*myh11*	Myosin, heavy chain 11, smooth muscle	**3.63**	*fgf18*	Fibroblast growth factor 18	**6.30**
*camk2n2*	Ca/calmodulin-dependent protein kinase II inhibitor 2	**3.38**	*wnt10a*	Wingless-type MMTV integration site, 10A	**6.25**
*pvalb*	Parvalbumin	**3.24**	*pax3*	Paired box 3	**6.21**
*tnni2*	Troponin I type 2 (skeletal, fast)	**3.12**	*tgfb2*	Transforming growth factor, beta 2	**5.35**
*capn3*	Calpain 3, (p94)	**3.08**	*nog*	Noggin	**4.90**
*nfatc4*	Nuclear factor of activated T-cells, calcineurin-dep. 4	**3.08**	*esrra*	Estrogen-related receptor alpha	**4.73**
*capn2*	Calpain 2, (m/II) large subunit	**2.92**	*wnt7a*	Wingless-type MMTV integration site, 7A	**4.60**
*tmod4*	Tropomodulin 4 (muscle)	**2.79**	*mstn*	Myostatin	**4.41**
*nfatc1*	Nuclear factor of activated T-cells, , calcineurin-dep. 1	**2.76**	*foxa1*	Forkhead box A1	**4.22**
*capzb*	Capping protein (actin filament) muscle Z-line, beta	**2.75**	*fgfr2*	Fibroblast growth factor receptor 2	**4.05**
*casq1*	Calsequestrin 1 (fast-twitch, skeletal muscle)	**2.68**	*shh*	Sonic hedgehog	**3.78**
*myl2*	Myosin, light chain 2, regulatory, cardiac, slow	**2.64**	*fzd2*	Frizzled family receptor 2	**3.08**
*ppp3cc*	Protein phosphatase 3, catalytic subunit, gamma	**2.61**	*pik3c2b*	Phosphatidylinositol-4-p- 3-kinase c2b	**3.06**
*capn5*	Calpain 5	**2.60**	*fgf13*	Fibroblast growth factor 13	**3.01**
*ttn*	Titin	**2.58**	*mapk1*	Mitogen-activated protein kinase 1	**3.00**
*ppp3ca*	Protein phosphatase 3, catalytic subunit, alpha isozyme	**2.52**	*fzd10*	Frizzled family receptor 10	**2.94**
*mylpf*	Myosin light chain, phosphorylatable, fast skel. muscle	**2.26**	*ihh*	Indian hedgehog	**2.91**
*mybph*	Myosin binding protein H	**2.17**	*fzd8*	Frizzled family receptor 8	**2.87**
*capn10*	Calpain 10	**2.15**	*esrrb*	Estrogen-related receptor beta	**2.61**
*cacna1s*	Calcium channel, voltage-dependent, L type, alpha 1S	**2.11**	*bmpr1a*	Bone morphogenetic protein receptor, IA	**2.58**
*camk2a*	Calcium/calmodulin-dependent protein kinase II alpha	**1.98**	*ngf*	Nerve growth factor (beta polypeptide)	**2.55**
*camk2d*	Calcium/calmodulin-dependent protein kinase II delta	**1.97**	*igf1r*	Insulin-like growth factor 1 receptor	**2.53**
*nfatc3*	Nuclear factor of activated T-cells, calcineurin-dep. 3	**1.92**	*bmp1*	Bone morphogenetic protein 1	**2.46**
*acta2*	Actin, alpha 2, smooth muscle, aorta	**1.92**	*dvl1*	Dishevelled, dsh homolog 1 (Drosophila)	**2.43**
*mylk*	Myosin light chain kinase	**1.87**	*smad2*	SMAD family member 2	**2.40**
*tpm4*	Tropomyosin 4	**1.78**	*bmp4*	Bone morphogenetic protein 4	**2.38**
*myl9*	Myosin, light chain 9, regulatory	**1.77**	*igfbp7*	Insulin-like growth factor binding protein 7	**2.36**
*ryr1*	Ryanodine receptor 1 (skeletal)	**1.77**	*esrrg*	Estrogen-related receptor gamma	**2.36**
*tpm1*	Tropomyosin 1 (alpha)	**1.71**	*bmpr1b*	Bone morphogenetic protein receptor, IB	**2.27**
*atp2a1*	ATPase, Ca transporting, cardiac muscle, fast twitch 1	**1.70**	*erbb2*	v-erb-b2 erythroblastic leukemia. 2	**2.27**
*actc1*	Actin, alpha, cardiac muscle 1	**1.68**	*mapk13*	Mitogen-activated protein kinase 13	**2.23**
*cacng1*	Calcium channel, voltage-dependent, gamma subunit 1	**1.61**	*fst*	Follistatin	**2.17**
*myl12b*	Myosin, light chain 12B, regulatory	**−1.59**	*mapk8*	Mitogen-activated protein kinase 8	**2.12**
*s100a4*	S100 calcium binding protein A4	**−1.63**	*smad6*	SMAD family member 6	**2.06**
*calm1*	Calmodulin 1 (phosphorylase kinase, delta)	**−2.04**	*fgfr1*	Fibroblast growth factor receptor 1	**1.96**
*actg2*	Actin, gamma 2, smooth muscle, enteric	**−3.87**	*irs2*	Insulin receptor substrate 2	**1.91**
*tnnt3*	Troponin T type 3 (skeletal, fast)	**−7.01**	*runx2*	Runt-related transcription factor 2	**1.90**
**Cytoskeleton**			*igfbp1*	Insulin-like growth factor binding protein 1	**1,89**
*ank2*	Ankyrin 2, neuronal	**11.01**	*irs1*	Insulin receptor substrate 1	**1.78**
*plec*	Plectin	**3.31**	*acvr2b*	Activin A receptor, type IIB	**1.74**
*myoz1*	Myozenin 1	**2.41**	*tgfb1*	Transforming growth factor, beta 1	**1.71**
*myoz2*	Myozenin 2	**2.28**	*mef2d*	Myocyte enhancer factor 2D	**1.71**
*dag1*	Dystroglycan 1 (dystrophin-associated glycoprotein 1)	**2.26**	*hdac4*	Histone deacetylase 4	**1.71**
*itgb4*	Integrin, beta 4	**1.99**	*igfbp3*	Insulin-like growth factor binding protein 3	**1.66**
*itga2b*	Integrin, alpha 2b	**1.95**	*mef2a*	Myocyte enhancer factor 2A	**1.66**
*dmd*	Dystrophin	**1.94**	*igf2*	Insulin-like growth factor 2	**1.61**
*filip1*	Filamin A interacting protein 1	**1.88**	*pten*	Phosphatase and tensin homolog	**−1.54**
*sntb1*	Syntrophin, beta 1 (dystrophin-associated protein A1)	**1.78**	*mef2c*	Myocyte enhancer factor 2C	**−1.59**
*vim*	Vimentin	**1.61**	*egfr*	Epidermal growth factor receptor	**−2.13**
*lmna*	Lamin A/C	**−1.51**	*id3*	Inhibitor of DNA binding 3	**−2.39**
*dtnbp1*	Dystrobrevin binding protein 1	**−1.76**	*srf*	Serum response factor	**−2.68**
*flnc*	Filamin C, gamma	**−1.88**	*mapk14*	Mitogen-activated protein kinase 14	**−2.78**
**Neuromuscular junction**			**Extracelular matrix**		
*ache*	Acetylcholinesterase	**8.86**	*col8a2*	Collagen, type VIII, alpha 2	**12.06**
*vamp1*	Vesicle-associated membrane prot. 1 (synaptobrevin1)	**3.78**	*lamc3*	Laminin, gamma 3	**10.06**
*chrm2*	Cholinergic receptor, muscarinic 2	**3.65**	*col16a1*	Collagen, type XVI, alpha 1	**6.17**
*snap25*	Synaptosomal-associated protein, 25kDa	**3.08**	*col1a2*	Collagen, type I, alpha 2	**3.12**
*scn4b*	Sodium channel, voltage-gated, type IV, beta subunit	**3.01**	*bgn*	Biglycan	**2.98**
*syn2*	Synapsin II	**2.70**	*loxl2*	Lysyl oxidase-like 2	**2.92**
*syt1*	Synaptotagmin I	**2.22**	*mmp14*	Matrix metallopeptidase 14	**2.69**
*rims2*	Regulating synaptic membrane exocytosis 2	**1.93**	*tnc*	Tenascin C	**2.53**
*scnm1*	Sodium channel modifier 1	**1.65**	*mmp10*	Matrix metallopeptidase 10 (stromelysin 2)	**2.06**
*syncrip*	Synaptotagmin binding, cytoplasmic RNA interact. pro.	**−1.54**	*sdcbp*	Syndecan binding protein (syntenin)	**−2.26**

Data are shown as fold change (FC).

Functional categories are indicated in bold.

Consistent with the increased vascularization of fast muscle by exercise training, the expression of a number of genes involved in angiogenesis was altered in fast muscle, including angiopoietins (e.g. *angpt2, angptl2, angptl3*), members of the ephrin family and receptors (e.g. *efna2, efna3, efnb2, efnb3, epha4, epha7, ephb4*), members of the notch family (e.g. *dll1, jag1, jag2, notch1, notch2*), hypoxia-inducible factors (e.g. *hif1an, hif3a*), *gata1* and *nrp1* (Table 3). 

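Among the 19 genes listed, 14 had a probe with that name, of which 12 were higher and 2 lower in exercised fish, and 7 were well above background on fewer than 8 of the 16 arrays. Only angpt2b was called. This angiopoietin gene (probe A_15_P105715) rose by a log2 fold change of 1.97 ± 0.47 (SE, adjusted p = 0.0171), and its signal in 6 of the 8 exercised fish was above that of every non-exercised fish. With any 1 fish left out it kept its call (adjusted p 0.00648 to 0.0408). The ephrin gene efnb2b rose by 0.71 ± 0.31 (adjusted p = 0.206). The factor inhibiting HIF, hif1an, rose by 0.79 ± 0.28 (adjusted p = 0.105) and was called after quantile normalization (adjusted p = 0.0324), cyclic loess (adjusted p = 0.0108) and both filters on dim probes (adjusted p 0.0443 and 0.0362). The coreceptor gene nrp1a was well above background on 2 non-exercised and 0 exercised arrays and was lower in exercised fish (adjusted p = 0.63), while its dimmer probe was higher (adjusted p = 0.663). As a family, the 14 ephrins and Eph receptors on the array had a median log2 fold change of 0.23 (camera, adjusted p = 0.227), which was -0.02 after a median shift.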

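Of 13 genes of ATP provision named individually (among them ckm, mdh2 and sdha), 9 had a probe with that name, 7 higher and 2 lower in exercised fish, and none was called at its brightest probe by limma's moderated test. All 9 were well above background on at least 8 arrays, and none had a p under the methods' threshold in the methods' t-test. The muscle creatine kinase gene ckma (probe A_15_P103741) rose by a log2 fold change of 1.07 ± 0.43 (SE, adjusted p = 0.176). Its dimmer probe, well above background on 3 exercised and 0 non-exercised arrays, was called higher (adjusted p = 0.0373). Malate dehydrogenase 2, mdh2 (A_15_P106310), rose by 0.95 ± 0.42 (adjusted p = 0.211) and was called only after cyclic loess (adjusted p = 0.0298). Spots of ckma were left out on several arrays, and it was above the non-exercised mean in all 6 exercised fish measured, against 4 non-exercised fish, and mdh2 in 6 of 7. Of the subunits of the electron transport chain, cox6a1 was called by itself, and it was lower in exercised fish (-1.19, adjusted p = 0.0383).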

Among genes involved in metabolism with altered mRNA expression levels in fast muscle of exercised zebrafish were genes responsible for the metabolic provision of ATP in skeletal muscle such as *pdha1*, members of the ATP-phosphagen system (e.g. *ak1, ak2, a3, ckm, ckmt2*), and multiple components of the mitochondrial electron transport chain (e.g. *ndufa, cox, atp5*) and the tricarboxylic acid (TCA) cycle (e.g. *fh, idh3b, idh3g, mdh1, mdh2, ogdh, sdha*) (Table 3). 

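Of 9 genes of energy metabolism that include mb, prkaa1, ppara and ucp3, 6 had a probe with that name, 4 higher and 2 lower, and none was called at its brightest probe. The symbol prkaa1 was not among the 6, but a probe that the authors describe as this AMP-activated kinase (A_15_P113467) was well above background on 3 exercised and 0 non-exercised arrays and at least 1.15-fold higher in exercised fish (adjusted p = 0.00666). It was not called after normexp (adjusted p = 0.228) or without background correction (adjusted p = 0.191). Its level in non-exercised fish 5 stood far above the level in the other non-exercised fish.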

Other differentially expressed genes included genes known to participate in energy metabolism (e.g. *adipor2*, *mb*, *prkaa1*, *prkab1*, *prkag1*, *ppara*, *ppard*, *ucp2* and *ucp3*). Moreover, genes involved in the metabolic utilization of energy substrates as fuel, namely lipids (e.g. *cpt2, capt1a, fabp3, lpl, mcat, slc27a2*) and carbohydrates (e.g. *aldoa, aldoc, eno1, gapdh, g6pc, gpi, hk2, pfkm, pgk1, pkm*), also showed altered expression in fast muscle of exercised zebrafish. 

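Of the 6 lipid genes, 3 had a probe with that name, all higher in exercised fish and none called. Not counted among the 3, a probe that the authors describe as cpt1b (A_15_P117834) was called. It rose by a log2 fold change of 2.39 ± 0.42 (SE, adjusted p = 0.00239), or 5.23-fold, the size that the paper gives for cpt1a. The fatty acid binding protein gene fabp3 (probe A_15_P104158) rose by a log2 fold change of 0.96 ± 0.31 (SE, adjusted p = 0.0687). It was called under 7 other settings (adjusted p 0.015 to 0.0475) and without exercised fish 6 or 7 (adjusted p 0.0491 and 0.0329). For mcat, the brightest probe was well above background on 1 non-exercised and 2 exercised arrays and changed by 0.40 ± 0.30 (adjusted p = 0.535), and by -0.29 after quantile normalization. The probe of the deposited table, which the authors describe as mcat, was well above background on 4 exercised and 0 non-exercised arrays, so it has no fold change (adjusted p = 0.00726), and it was not called after normexp (adjusted p = 0.177), without background correction (adjusted p = 0.13) or after quantile normalization (adjusted p = 0.0763).

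Of the 10 carbohydrate genes, 9 had a probe with that name, 6 higher and 3 lower. Phosphofructokinase, pfkma (A_15_P117637), was called, with a log2 fold change of 1.94 ± 0.48 (adjusted p = 0.021). Each exercised fish had more pfkma signal than every non-exercised fish, and the call was lost without non-exercised fish 3 (adjusted p = 0.0527). Aldolase aldoab, measured in 5 non-exercised and 6 exercised fish, changed by 0.19 ± 0.38 (adjusted p = 0.777), and its sign turned after quantile normalization, a median shift and cyclic loess and without non-exercised fish 6. Its paralog aldoaa rose by 1.63 (adjusted p = 0.047).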

Importantly, exercise training altered the expression of genes involved in protein synthesis and degradation in fast muscle (e.g. *eif4e, eif4ebp1, fbxo32, foxo3, pdk1, pdk2, rps6ka1, trim63*). 

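Of these 8 genes, 6 had a probe with that name, 4 higher and 2 lower in exercised fish, and pdk2b and fbxo32 were called. The pyruvate dehydrogenase kinase gene pdk2b (probe A_15_P107051) rose by a log2 fold change of 2.57 ± 0.60 (SE, adjusted p = 0.0164). It was well above background on 4 non-exercised and 7 exercised arrays, and it kept its call with any 1 fish left out (adjusted p 0.00499 to 0.0432). No probe named pdk1 or rps6ka1 was found among the named probes of the array.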

Finally, exercise training caused alterations in the expression of immune-related genes (e.g. *il11ra*, *il12b*, *il13ra2*, *il17d*, *il17dr*, *il20*, *il20ra*, *irf3*, *mif*, *mst1* and *traf6*) in fast muscle of adult zebrafish (Table 3).

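Only 4 of these 11 genes had a probe with that name, of which 3 were higher and 1 lower in exercised fish, and 3 were well above background on fewer than 8 arrays. The interleukin gene il17d (probe LOL04383) was called. It was well above background on 6 exercised and 0 non-exercised arrays and at least 2.54-fold higher in exercised fish (adjusted p = 0.000339). Its 10 other probes, 7 higher and 3 lower, were not called (adjusted p 0.12 to 0.947). Outside the 4, a probe that the authors describe as il13ra2 (A_15_P111735) was well above background on 1 non-exercised and 4 exercised arrays. It rose by a log2 fold change of 1.35 ± 0.32 (SE, adjusted p = 0.0151), and was not called after normexp (adjusted p = 0.434) or without background correction (adjusted p = 0.362).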

**Table 3:** **Selected differentially expressed genes in fast muscle of exercised adult zebrafish that participate in angiogenesis, immune-related processess and metabolism**

Gene name gene description		FC	Gene name gene description		FC
Angiogenesis			Energy metabolism		
*klf2*	Kruppel-like factor 2 (lung)	**8.52**	*cpt1a*	Carnitine palmitoyltransferase 1A (liver)	**5.23**
*robo2*	Roundabout, axon guidance receptor, homolog 2 (Drosophila)	**4.30**	*pfkm*	Phosphofructokinase, muscle	**3.84**
*angpt2*	Angiopoietin 2	**3.90**	*prkaaq*	Protein kinase, AMP-activated, alpha 1 cat.	**3.66**
*angptl3*	Angiopoietin-like 3	**3.47**	*elovl4*	ELOVL fatty acid elongase 4	**3.65**
*efna3*	Ephrin-A3	**3.45**	*prkag1*	Protein kinase, AMP-activated, gamma 1 catalytic subunit	**3.50**
*gata1*	GATA binding protein 1 (globin transcription factor 1)	**3.00**	*acadl*	Acyl-CoA dehydrogenase, long chain	**3.20**
*epha4*	EPH receptor A4	**2.96**	*ppard*	Peroxisome proliferator-activated receptor d	**3.19**
*nrp1*	Neuropilin 1	**2.89**	*aldoa*	Aldolase A, fructose-bisphosphate	**3.18**
*mmp14*	Matrix metallopeptidase 14 (membrane-inserted)	**2.69**	*mcat*	Malonyl CoA:ACP acyltransferase (mitochondrial)	**3.14**
*nos1*	Nitric oxide synthase 1 (neuronal)	**2.65**	*slc27a2*	Solute carrier family 27 (fatty acid transporter), member 2	**3.10**
*notch1*	Notch 1	**2.60**	*prkab1*	Protein kinase, AMP-activated, beta 1 non-catalytic subunit	**3.06**
*sema3f*	Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3F	**2.57**	*mb*	Myoglobin	**2.95**
*slit3*	Slit homolog 3 (Drosophila)	**2.53**	*cox7c*	Cytochrome c oxidase subunit VIIc	**2.85**
*amot*	Angiomotin	**2.34**	*ppara*	Peroxisome proliferator-activated receptor alpha	**2.77**
*hey2*	Hairy/enhancer-of-split related with YRPW motif 2	**2.20**	*tfb2m*	Transcription factor B2, mitochondrial	**2.42**
*tp63*	Tumor protein p63	**2.16**	*fbp1*	Fructose-1,6-bisphosphatase 1	**2.39**
*mmp10*	Matrix metallopeptidase 10 (stromelysin 2)	**2.06**	*g6pc*	Glucose-6-phosphatase, catalytic subunit	**2.38**
*s1pr1*	Sphingosine-1-phosphate receptor 1	**2.03**	*pdha1*	Pyruvate dehydrogenase (lipoamide) alpha 1	**2.24**
*ephb4*	EPH receptor B4	**1.97**	*ckm*	Creatine kinase, muscle	**2.24**
*nr2f2*	Nuclear receptor subfamily 2, group F, member 2	**1.95**	*fh*	Fumarate hydratase	**2.20**
*efnb3*	Ephrin-B3	**1.94**	*ogdh*	Oxoglutarate hydrogenase (lipoamide)	**2.19**
*hif3a*	Hypoxia inducible factor 3, alpha subunit	**1.92**	*gapdh*	Glyceraldehyde-3-phosphate dehydrogenase	**2.19**
*epha7*	EPH receptor A7	**1.91**	*adh5*	Alcohol dehydrogenase 5 (class III)	**2.18**
*angptl2*	Angiopoietin-like 2	**1.90**	*cox5a*	Cytochrome c oxidase subunit Va	**2.12**
*nos2*	Nitric oxide synthase 2, inducible	**1.85**	*pgk1*	Phosphoglycerate kinase 1	**2.02**
*cdc42ep2*	CDC42 effector protein (Rho GTPase binding) 2	**1.83**	*fads6*	Fatty acid desaturase 6	**1.99**
*efna2*	Ephrin-A2	**1.83**	*mdh2*	Malate dehydrogenase 2, NAD (mitochondrial)	**1.97**
*nr2f1*	Nuclear receptor subfamily 2, group F, member 1	**1.83**	*cox6a2*	Cytochrome c oxidase subunit VIa polypeptide 2	**1.97**
*jag1*	Jagged 1	**1.80**	*ndufv1*	NADH dehydrogenase (ubiquinone) flavoprotein 1, 51kDa	**1.94**
*slit2*	Slit homolog 2 (Drosophila)	**1.79**	*fabp3*	Fatty acid binding protein 3, muscle and heart	**1.94**
*hey1*	Hairy/enhancer-of-split related with YRPW motif 1	**1.78**	*slcad*	Solute carrier family 2 (facilitated glucose transporter), member 2	**1.92**
*hif1an*	Hypoxia inducible factor 1, alpha subunit inhibitor	**1.73**	*atp5h*	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit d	**1.91**
*foxc1*	Forkhead box C1	**1.68**	*ucp3*	Uncoupling protein 3 (mitochondrial )	**1.88**
*efnb2*	Ephrin-B2	**1.63**	*cpt2*	Carnitine palmitoyltransferase 2	**1.86**
*jag2*	Jagged 2	**1.54**	*ndufb1*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 1, 7kDa	**1.82**
*vegfc*	Vascular endothelial growth factor C	**1.36**	*ckmt2*	Creatine kinase, mitochondrial 2 (sarcomeric)	**1.82**
*dll1*	Delta-like 1 (Drosophila)	**−1.25**	*mdh1*	Malate dehydrogenase 1, NAD (soluble)	**1.77**
*rac1*	Ras-related C3 botulinum toxin substrate 1	**−1.57**	*sdha*	Succinate dehydrogenase complex, subunit A,	**1.74**
*rock2*	Rho-associated, coiled-coil containing protein kinase 2	**−1.61**	*mt-atp6*	ATP synthase F0 subunit 6	**1.70**
*notch2*	Notch 2	**−1.89**	*acacb*	Acetyl-CoA carboxylase beta	**1.70**
*cdc42*	Cell division cycle 42	**−1.97**	*ucp2*	Uncoupling protein 2 (mitochondrial)	**1.68**
*aggf1*	Angiogenic factor with G patch and FHA domains 1	**−2.10**	*atp5o*	ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit	**1.68**
**Immune-related factors**			*eno1*	Enolase 1, (alpha)	**1,68**
*traf6*	TNF receptor-associated factor 6, E3 ubiquitin protein ligase	**10.78**	*cox4i1*	Cytochrome c oxidase subunit IV isoform 1	**1.68**
*il17D*	Interleukin 17D	**6.51**	*cox7a2l*	Cytochrome c oxidase subunit VIIa polypeptide 2 like	**1.67**
*ptgs1*	Prostaglandin-endoperoxide synthase 1	**5.81**	*atp5f1*	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit B1	**1.65**
*irak1bp1*	Interleukin-1 receptor-associated kinase 1 BP 1	**4.98**	*nrf1*	Nuclear respiratory factor 1	**1.62**
*irf3*	Interferon regulatory factor 3	**4.60**	*ldhb*	Lactate dehydrogenase B	**1.60**
*il29ra*	Interleukin 20 receptor, alpha	**3.91**	*adipor2*	Adiponectin receptor 2	**1.56**
*il12b*	Interleukin 12B	**3.68**	*lpl*	Lipoprotein lipase	**−1.51**
*il11ra*	Interleukin 11 receptor, alpha	**3.24**	*eifsb4*	Eukaryotic translation initiation factor 2B, subunit 4 delta, 67kDa	**−1.58**
*ptgr1*	Prostaglandin reductase 1	**3.21**	*gpi*	Glucose-6-phosphate isomerase	**−1.76**
*ptgds*	Prostaglandin D2 synthase 21kDa (brain)	**3.18**	*ndufaf4*	NADH dehydrogenase (ubiquinone) complex I, assembly factor 4	**−1.88**
*ptgis*	Prostaglandin I2 (prostacyclin) synthase	**2.87**	*aldoc*	Aldolase C, fructose-bisphosphate	**−2.03**
*il13ra2*	Interleukin 13 receptor, alpha 2	**2.54**	*pkm*	Pyruvate kinase, muscle	**−2.24**
*il20*	Interleukin 20	**2.44**	*hk2*	Hexokinase 2	**−2.36**
*tnfrsf19*	Tumor necrosis factor receptor superfamily, member 19	**2.43**	**Protein synthesis and degradation**		
*nkrf*	NFKB repressing factor	**1.77**	*pdk2*	Pyruvate dehydrogenase kinase, isozyme 2	**6.87**
*il17rd*	Interleukin 17 receptor D	**1.74**	*fbxo32*	F-box protein 32	**6.01**
*mst1*	Macrophage stimulating 1 (hepatocyte growth factor-like)	**1.66**	*pdk1*	Pyruvate dehydrogenase kinase, isozyme 1	**2.19**
*mif*	Macrophage migration inhibitory factor (glycosylation-inhibiting factor)	**−1.50**	*foxo3*	Forkhead box O3	**2.08**
*ilf3*	Interleukin enhancer binding factor 3, 90kDa	**−1.77**	*trim63*	Tripartite motif containing 63, E3 ubiquitin protein ligase	**2.02**
*ptges3*	Prostaglandin E synthase 3 (cytosolic)	**−2.29**	*rps6ka1*	Ribosomal protein S6 kinase, 90kDa, polypeptide 1	**1.96**
*il21r*	Interleukin 21 receptor	**−2,59**	*eif4e*	Eukaryotic translation initiation factor 4E	**−1,89**
*irak4*	Interleukin-1 receptor-associated kinase 4	**−2,68**	*eif4ebp1*	Eukaryotic translation initiation factor 4E binding protein 1	**−2,01**

Data are shown as fold change (FC).

Functional categories are indicated in bold.

We further analyzed the transcriptomic effects of exercise training on the fast muscle of adult zebrafish by mining the Ingenuity Knowledge Base for biological functions, pathways and networks. Among the biological functions that showed highly significant (P < 0.00001) changes in fast muscle in response to exercise were muscle development, myogenesis, angiogenesis, cell cycle progression, mitosis, cytoskeleton organization, lipid oxidation, lipid synthesis and organismal growth (Additional file 2: Table S2), with 143, 59, 230, 408, 172, 424, 81, 240 and 201 differentially expressed genes, respectively. 

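The gene lists of Tables S3 to S6 were chosen by the study on these arrays, so a shared sign is not independent evidence. Of the 144 genes listed for muscle development, 96 had a probe with that name, and at the brightest probe 80 of them (83.3%, exact 95% confidence interval 74.4 to 90.2) changed in the direction of the paper's reported fold change. For myogenesis it was 34 of 40 (85.0%, interval 70.2 to 94.3), for angiogenesis 139 of 169 (82.2%, interval 75.6 to 87.7) and for cell proliferation 67 of 91 (73.6%, interval 63.3 to 82.3). The intervals cover counting error only. The calls by limma's moderated test were 7 higher and 3 lower for muscle development, 3 higher and 2 lower for myogenesis, 10 higher and 8 lower for angiogenesis, and 6 higher and 6 lower for cell proliferation. With the probe of the deposited table in place of the brightest probe, the shares were 85.4%, 87.5%, 84.6% and 74.7%. Of the genes listed for angiogenesis, 48 were well above background on fewer than 8 of the 16 arrays.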

The lists of differentialy expressed genes involved in muscle development, myogenesis, angiogenesis and cell proliferation are shown in Additional files 3, 4, 5 and 6: Tables S3-S6. Canonical pathway analysis identified 22 pathways that were significantly (P < 0.05) over-represented in fast muscle of adult exercised zebrafish (Table 4). 

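Table S7 gives the genes of each pathway without a direction. At the brightest probe of each gene, the calcium signalling pathway had 19 of 35 genes higher in exercised fish and 16 lower, with CASQ1, GRIA4 and NFATC1 called higher. In integrin signalling 21 of 57 genes were higher and 36 lower, with 3 called higher and 1 lower. In actin cytoskeleton signalling 17 of 43 were higher and 26 lower, with 2 called higher and 1 lower. In FGF signalling 8 of 18 were higher and 10 lower, with FGF20 and FGFR1 called higher. In wnt/β-catenin signalling 30 of 50 were higher and 20 lower, with 5 called higher, and 23 of the 50 were well above background on fewer than 8 arrays. In AMPK signalling 11 of 27 were higher and 16 lower, with 2 called higher and 1 lower.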

Regulated canonical signaling pathways associated with skeletal muscle contractile activity included the calcium, integrin, actin cytoskeleton, FGF, wnt/β-catenin and AMPK signaling pathways. Moreover, the IGF-1, insulin receptor, PI3K/AKT and mTOR signaling pathways were also significantly regulated in fast muscle, in accordance with the observed hypertrophy in fast muscle of exercised zebrafish. 

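In the IGF-1 pathway, 24 of the 37 listed genes had a probe with that name, and 14 of them were higher and 10 lower in exercised fish, with IGFBP7 and MAP2K2 called higher. In insulin receptor signalling 14 of 31 genes were higher and 17 lower, in PI3K/AKT signalling 9 of 29 were higher and 20 lower, and MAP2K2 was called higher in each. In mTOR signalling 10 of 39 were higher and 29 lower, with 2 called higher and 2 lower.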

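For the TGFβ pathway, 26 of the 36 genes in Table S7 had a probe with that name. Of these, 16 were higher and 10 lower in exercised fish, MAP2K2 was the only one called, and 10 were well above background on fewer than 8 of the 16 arrays.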

Interestingly, the canonical TGFβ signaling pathway was also significantly altered by exercise in fast muscle. 

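Of the 103 genes that Table S7 lists for protein ubiquitination, 60 had a probe with that name. In exercised fish 52 of these were lower and 8 higher, with 15 called lower and 2 called higher. For glycolysis 11 of 13 genes had a named probe, 8 higher and 3 lower, with PFKM called. For fatty acid β-oxidation 7 of 14 genes had a named probe, all 7 higher, with HADHB called.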

The metabolic effects of exercise training in the zebrafish fast muscle were exemplified by the significant regulation of the protein ubiquitination pathway, glycolysis and fatty acid β-oxidation. Furthermore, exercise training also caused a significant over-representation of signaling pathways involved in angiogenesis (e.g. ephrin B, VEGF, hypoxia, PDGF, HIF1α, Notch and angiopoietin signaling pathways) in the zebrafish fast muscle (Table 4). 

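In ephrin B signalling, 10 of 23 genes with a named probe were higher in exercised fish and 13 lower, with ITSN1 called higher. VEGF signalling had 12 of 26 higher and 14 lower, with 1 called in each direction. Hypoxia signalling had 6 of 16 higher and 10 lower, and HIF1α signalling 9 of 19 higher and 10 lower, with 0 called by limma's moderated test in both and 4 and 3 with a p under the methods' threshold in the methods' t-test. PDGF signalling had 9 of 19 higher and 10 lower, with 1 called in each direction. In Notch signalling 8 of 9 were higher and MAG was called, and in angiopoietin signalling 8 of 13 were higher and 5 lower, with ANGPT2 called higher.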

The genes that are differentially regulated by exercise training that correspond to each of the over-represented canonical pathways are listed in Additional file 7: Table S7.

**Table 4:** **Significantly over-represented putative canonical pathways in fast muscle of exercised zebrafish**

Ingenuity canonical pathways	p-Value	Ratio
Integrin Signaling	3.28E-16	94/208
Protein Ubiquitination Pathway	3.62E-12	103/268
Wnt/β-catenin Signaling	5.57E-11	75/175
mTOR Signaling	6.06E-06	68/211
TGF-β Signaling	7.22E-06	36/89
Ephrin B Signaling	2.46E-05	32/82
Actin Cytoskeleton Signaling	3.04E-05	72/239
IGF-1 Signaling	6.53E-05	38/105
Glycolysis	1.01E-04	14/41
VEGF Signaling	1.03E-04	36/104
AMPK Signaling	4.67E-04	46/169
Calcium Signaling	6.03E-04	58/213
Insulin Receptor Signaling	1.22E-03	44/142
FGF Signaling	1.53E-03	31/92
Chemokine Signaling	1.72E-03	26/73
PI3K/AKT Signaling	1.75E-03	41/144
Fatty Acid β-oxidation	1.99E-03	14/45
Hypoxia Signaling in the Cardiovascular System	4.35E-03	24/67
PDGF Signaling	4.63E-03	27/85
HIF1α Signaling	9.07E-03	33/108
Notch Signaling	9.60E-03	15/43
Angiopoietin Signaling	3.00E-02	21/74

The associated p-value (Fisher’s exact test P < 0.05) and the ratio of the number of differentially expressed genes in fast muscle of exercised zebrafish over the total number of genes in each particular pathway in the Ingenuity Knowledge Base. Canonical pathway names are from Ingenuity Systems.

Analysis of gene networks corresponding to muscle development and angiogenesis by IPA allowed us to establish connectivity maps for these two processes (Figures 3 and 4). 

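Of 23 genes drawn in the muscle development network, such as hdac1, mef2d, pax3, srf, bmp4 and mstn, 18 had a probe with that name. At the brightest probe 10 of these were higher and 8 lower in exercised fish, and mstnb was the only one called. On 6 of the 18 probes fewer than 8 arrays were well above background, and on 5 probes no array was. In the methods' t-test 4 of the 18 had a p under the methods' threshold.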

The connectivity map of regulated genes involved in muscle development illustrates nodes around transcription factors and nuclear genes such as *ccna2*, *crebbp*, *ep300*, *hdac1*, *kfl2*, *mef2c*, *mef2d*, *pax3*, *rela*, *smad7*, *srf* and *tp63*, that are integrated with key sarcomeric and cytoskeletal elements and key signaling molecules and transducers of extracellular signals involved in the regulation of this process (e.g. *bmp4, dll1, fst, igf2, ihh, jag1, mstn, shh, tgfb1, wnt1, wnt2*) (Figure 3). 

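Of 23 of the genes drawn in the angiogenesis network, such as klf2, angpt2, fgf13, jag1 and vegfc, 19 had a probe with that name. At the brightest probe 16 of these were higher and 3 lower in exercised fish, with angpt2b called. The probes in the deposited table added fgf13b, whose probe was well above background on 1 exercised and 0 non-exercised arrays, so it has no fold change (adjusted p = 0.00326), and it was not called after normexp (adjusted p = 0.313) or without background correction (adjusted p = 0.211).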

Regulated genes involved in angiogenesis show a connectivity map with nodes around the nuclear factors *ctnnb1*, *crebbp*, *foxc1*, *klf2*, *runx2*, *tfap2a, tp53* and *sirt1* that are clearly integrated with extracellular signals (e.g. *angpt2, bmp4, edn1, fgf13, igf2, jag1, pdgfa, vegfc*) transducing their effects primarily through the *efnb2*, *erbb2*, *fgf, igf1* and *notch* signaling pathways via molecules such as *irs1*, *mapk1*, *mapk8*, *nos2* and *pik3cg* among others (Figure 4).

**Figure 3:**
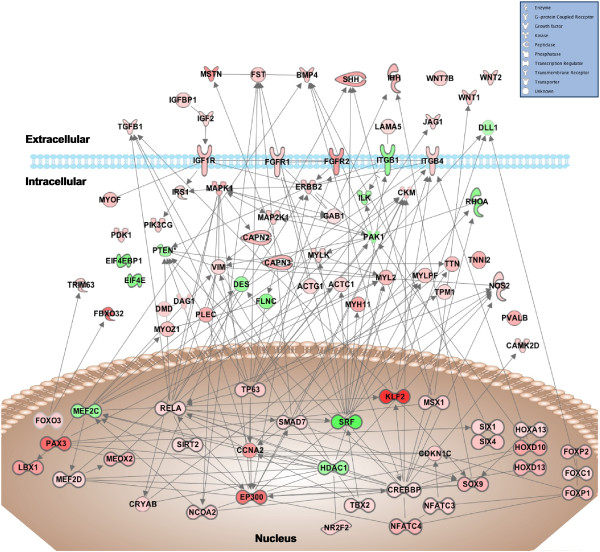
**IPA-based network generated from molecules involved in muscle development and myogenesis that are differentially expressed in fast muscle of exercised adult zebrafish.** The shapes of the genes correlate with the functional classification symbolised in the legend. Arrows represent the direct relationship between molecules. Color intensity correlates to transcription value, calculated as log2ratio (exercised/non-exercised); green represents molecules with repressed transcription (negative log2ratio); red represents molecules with enhanced transcription (positive log2ratio).

**Figure 4:**
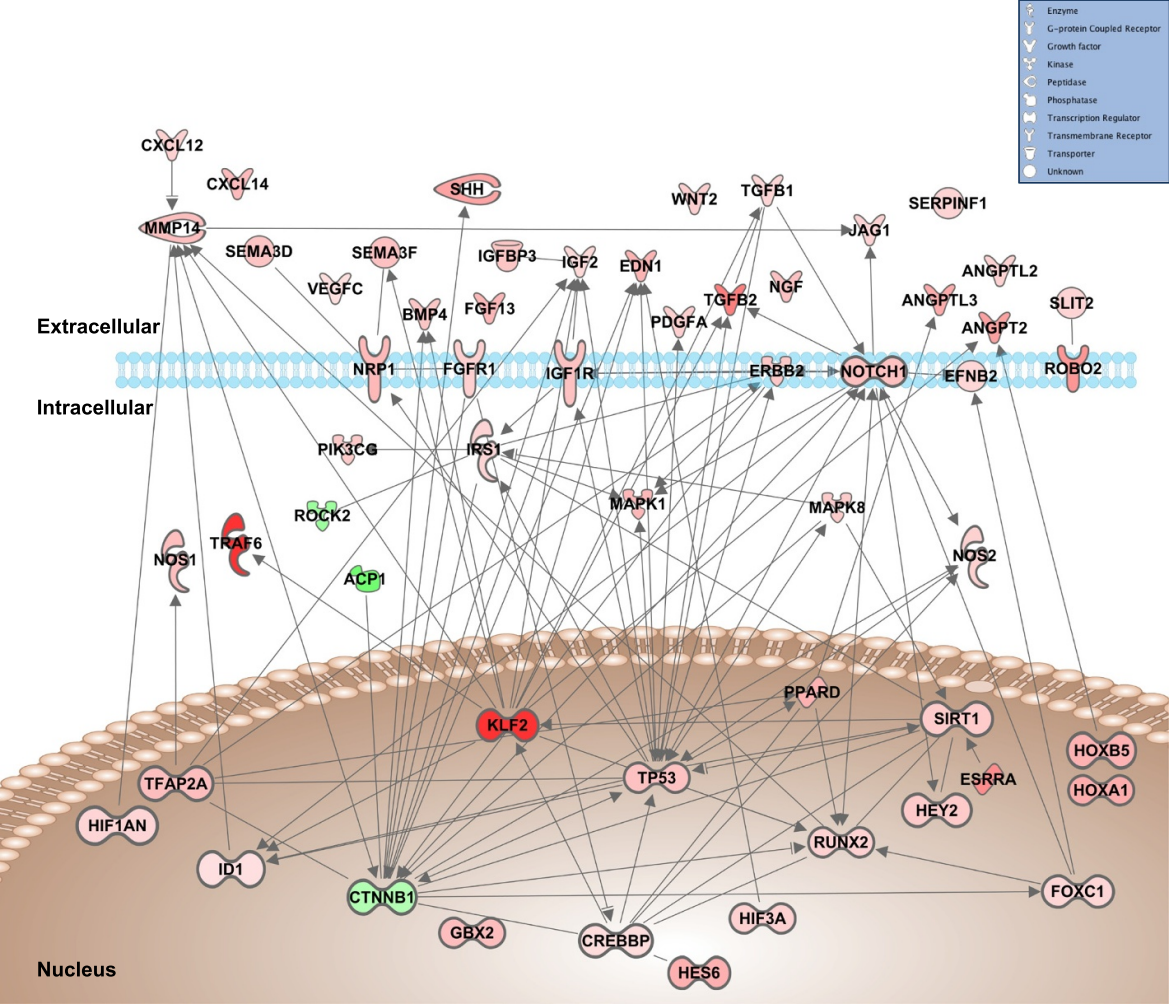
**IPA-based network generated from molecules involved in angiogenesis that are differentially expressed in fast muscle of exercised adult zebrafish.** The shapes of the genes correlate with the functional classification symbolised in the legend. Arrows represent the direct relationship between molecules. Color intensity correlates to transcription value, calculated as log2ratio (exercised/non-exercised); green represents molecules with repressed transcription (negative log2ratio); red represents molecules with enhanced transcription (positive log2ratio).

The results of microarray analysis were validated by qPCR for 7 differentially expressed genes in fast muscle: 4 down-regulated (*fabp7, tuba1b, psme3, psma5*) and 3 up-regulated (*capns1, fgfrl1, foxa1*) genes. 

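The arrays gave these values for the 7 genes. The brightest probe of fabp7a (A_15_P113892) fell by 1.14 ± 0.33 on the log2 scale (SE, adjusted p = 0.0481), and the probe in the deposited table (A_15_P102880) fell by 1.98 ± 0.41 (adjusted p = 0.00635), and another probe was also called lower (adjusted p = 0.0333). The call of the first was lost after normexp (adjusted p = 0.0551), under the methods' t-test (adjusted p = 0.0517), and with any one of 12 of the 16 fish left out (adjusted p 0.0586 to 0.0966). The call of the other was lost after normexp (adjusted p = 0.359) and without background correction (adjusted p = 0.237). The tubulin gene tuba1b fell by 1.70 ± 0.45 (adjusted p = 0.0289), and was not called after cyclic loess (adjusted p = 0.0526) or without any one of 6 fish (adjusted p 0.0528 to 0.0651). The proteasome genes psme3 and psma5 fell by 1.52 ± 0.40 (adjusted p = 0.0275) and 1.61 ± 0.41 (adjusted p = 0.0226). The call of psme3 was lost without any one of 6 fish (adjusted p 0.051 to 0.0674), and that of psma5 after normexp (adjusted p = 0.0592) and without non-exercised fish 3 (adjusted p = 0.0564).

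The brightest named probe of fgfrl1, of its paralog fgfrl1a, changed by 0.32 ± 0.26 (adjusted p = 0.573). The probe in the deposited table, of fgfrl1b (A_15_P114779), was well above background on 2 non-exercised and 7 exercised arrays and rose by 2.11 ± 0.33 (adjusted p = 0.000887). The probe of foxa1 (A_15_P101050) was well above background on 5 exercised and 0 non-exercised arrays and at least 1.05-fold higher in exercised fish (adjusted p = 0.000677), and was not called after normexp (adjusted p = 0.302) or without background correction (adjusted p = 0.238), and a dimmer probe was not called (adjusted p = 0.67). The probe described by the authors as capns1 (A_15_P100563), whose RefSeq accession names alkbh6, was well above background on 3 non-exercised and 0 exercised arrays. It was lower in exercised fish (adjusted p = 0.0205) with no fold change, and was not called after normexp (adjusted p = 0.229), without background correction (adjusted p = 0.0885), or without non-exercised fish 3 or exercised fish 2 (adjusted p 0.0523 and 0.0502).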

The genes examined showed a similar pattern of change with the two techniques used, except for *capns1* (Additional file 8: Table S8).

## Discussion

### Exercise training induces growth of fast muscle fibers in adult zebrafish

The present study describes the cellular and molecular adaptive mechanisms that are responsible for the plasticity of fast skeletal muscle to exercise-induced contractile activity. Here, we have adopted swimming adult zebrafish as a muscle activity model and have shown, for the first time in adult zebrafish, that exercise training under sustained, aerobic conditions causes hypertrophy of fast muscle fibres. We hypothesize that this may explain, at least in part, the stimulation of muscle growth by swimming in adult zebrafish that we previously reported using the same experimental conditions [17]. Therefore, as in mammals [4, 18] and in other fish species [19], exercise promotes growth in adult zebrafish by increasing muscle mass as a result of increased fibre hypertrophy.

Our gene expression analysis of fast muscle of exercised adult zebrafish shows that the increase in fibre hypertrophy is associated with an important regulation of the fast muscle transcriptome. Here, we show for the first time in zebrafish that exercise-stimulated contractile activity in adult fast muscle induced significant and parallel changes in the expression of canonical pathways important for the regulation of protein turnover, namely the anabolic IGF-1/PI3K/Akt/mTOR signaling pathways that promote protein synthesis and the catabolic ubiquitination and atrophy pathways that are responsible for protein degradation [18]. 

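The paper groups 7 genes under protein synthesis and its regulation (igf1r, irs1, pi3k, pdk1, pdk2, rps6ka1 and eif4ebp1). Of these, 3 had a probe with that name. The pyruvate dehydrogenase kinase gene pdk2b was called, with a log2 fold change of 2.57 ± 0.60 (SE, adjusted p = 0.0164). For the receptor gene igf1r, the brightest probe, of igf1rb, changed by 0.11 ± 0.40 (adjusted p = 0.882), and its sign turned under 4 of the 5 other scalings and without exercised fish 3 or 4. The probe of igf1ra, in the deposited table, was well above background on 1 exercised and 0 non-exercised arrays, so it has no fold change (adjusted p = 0.0213). It was not called after normexp (adjusted p = 0.673), without background correction (adjusted p = 0.62), after quantile normalization (adjusted p = 0.0836) or without exercised fish 2 (adjusted p = 0.0513). The translation inhibitor eif4ebp1 fell by 0.87 ± 0.28 at its brightest probe (A_15_P105011, adjusted p = 0.0727) and by 1.01 ± 0.28 at the probe of the deposited table (A_15_P101583, adjusted p = 0.0395), and a probe dimmer than both was not called (adjusted p = 0.107). The first 2 probes were below the non-exercised mean in all 8 exercised fish. The first was called under 6 other settings (adjusted p 0.0186 to 0.0436) and without non-exercised fish 6 or 8 (adjusted p 0.0441 and 0.0436), and the second was not called after normexp (adjusted p = 0.0601) or without any one of 10 fish (adjusted p 0.0543 to 0.093).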

The increase in the expression of genes involved in protein synthesis and in its regulation (e.g. *igfr1*, *irs1*, *pi3k*, *pdk1*, *pdk2*, *rps6ka1*) and the decrease in the expression of the translation inhibitor *eif4ebp1* (Tables 2 and 3), recently shown to be up-regulated in a zebrafish inactivity model [14], is consistent with the up-regulation of the mRNA expression levels of a large number of genes that code for structural and regulatory contractile elements as well as components of the extracellular matrix in fast muscle of exercised zebrafish. 

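The zebrafish paralogs of pten were measured well above background. At its brightest probe, ptena changed by a log2 fold change of 0.29 ± 0.23 (SE, adjusted p = 0.549). The 2 probes of ptenb changed by 0.10 ± 0.22 (adjusted p = 0.812), or -0.16 after a median shift, and by -0.62 ± 0.27 (adjusted p = 0.205).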

Further support for the activation of this pathway in fast muscle of exercised zebrafish can be found in the down-regulation of the expression of *pten*, a known inhibitor of PI3K/Akt signaling [20]. These observations reinforce the notion that accretion of myofibrillar proteins is an important contributor to muscle growth in fish [21] and strongly suggest that myofibrillogenesis can be stimulated by exercise-induced contractile activity in adult zebrafish. In support of this hypothesis, we recently reported that the increase in protein deposition in the fast muscle of swimming rainbow trout [22] was associated with the transcriptional activation of a large set of genes involved in protein biosynthesis and in muscle contraction and development, including components of the sarcomeric structure of skeletal muscle [23]. 

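The ubiquitin ligase gene trim63a (probe A_15_P119618) changed by a log2 fold change of 0.23 ± 0.32 (SE, adjusted p = 0.698), or -0.02 after a median shift, and was well above background on all 16 arrays. The other ligase gene, fbxo32 (A_15_P118911), was well above background on 1 non-exercised and 4 exercised arrays and rose by 2.22 ± 0.59 (adjusted p = 0.0301). Its call was lost after normexp, cyclic loess or quantile normalization, without background correction, under the methods' t-test (adjusted p 0.0548 to 0.138), and with any one of 6 fish left out (adjusted p 0.0526 to 0.0681). The transcription factor gene foxo3b rose by 0.91 ± 0.34 (adjusted p = 0.128), and was called after cyclic loess (adjusted p = 0.0344) and without non-exercised fish 4 or exercised fish 1 (adjusted p 0.0398 and 0.0496). A probe that the authors describe as traf6 (LOL04677) was well above background on 3 non-exercised and 8 exercised arrays and rose by 3.43 ± 0.37 (adjusted p = 4.66e-05). Its signal was higher in each exercised fish than in any non-exercised fish, and it was called under every setting tried.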

Interestingly, in the present study exercise also increased the mRNA expression levels of known regulators of atrophy in skeletal muscle, namely the E3 ubiquitin ligases *trim63* and *fbxo32* [24] and their transcriptional activators *foxo3* [25] and *traf6* [26] (Table 3), consistent with previous reports indicating that TRIM63 and FBXO32 mRNA expression levels increase in hypertrophied muscles in humans subjected to resistance training [27]. These observations suggest that genes involved in the regulation of the degradation of skeletal muscle protein (i.e. atrogenes), in addition to a large set of genes belonging to the ubiquitin proteasome pathway or other proteolytic systems (e.g. calpains), may also participate in the hypertrophic response of the zebrafish fast muscle to exercise-induced contractile activity, possibly to facilitate the maintenance of normal skeletal muscle protein turnover during long-term training [27]. Therefore, our results strongly indicate that exercise-induced hypertrophy of fast muscle fibres in adult zebrafish involves increased protein turnover, shown for the first time in this species by the parallel activation of the IGF-1/PI3K/mTOR signaling and atrophy pathways that, in turn, induce the expression of a number of downstream genes coding for myofibrillar elements, as illustrated by the molecular interactome of the muscle development process (Figure 3).

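The proteasome subunits called lower by themselves numbered 10 and included psma5 and psme3. The number was 4 after normexp, 11 without background correction and 0 with the slide as a random block. It was 17 after a median shift, 18 after quantile normalization and 20 after cyclic loess. The muscle calpain gene capn3a (probe A_15_P116746) rose by a log2 fold change of 1.63 ± 0.25 (SE, adjusted p = 0.0008), with more signal in each exercised fish than in any non-exercised fish. It kept its call under every other setting except the slide as a random block (adjusted p = 0.099). The 4 calpains as a family had a median of 0.53 (camera, adjusted p = 0.227, and 0.00617 under fry), or -0.08 on the probes well above background on at least 8 arrays. The paper reads the activation of the IGF-1/PI3K/mTOR and atrophy pathways in parallel as a sign of increased protein turnover in the hypertrophy, with myofibrillar genes downstream of these pathways.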

One of the important and novel findings of our transcriptome analysis of the hypertrophic fast muscle of exercised adult zebrafish is the activation of nearly all TGFβ superfamily signaling pathways known to regulate skeletal muscle mass in mammals. On one hand, we observed an increase in the mRNA levels of follistatin (*fst*), known to promote muscle hypertrophy in mammals by binding myostatin (MSTN) and preventing its interaction with activin receptors resulting in activation of the Akt/mTOR signaling pathway to stimulate protein synthesis [28]. 

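The named probe of follistatin, fsta (LOLG322), fell by 0.53 ± 0.50 on the log2 scale in exercised fish (SE, adjusted p = 0.622). It was well above background on 7 non-exercised and 5 exercised arrays, and below the non-exercised mean in 5 of the 8 exercised fish.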

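Myostatin was measured by a probe of mstnb (A_15_P112008) that was well above background on all 16 arrays. Its log2 fold change was 1.77 ± 0.48 (SE, adjusted p = 0.0335), and all 8 exercised fish were above the non-exercised mean. The call was lost under the methods' t-test (adjusted p = 0.0541) and with any one of 9 of the 16 fish left out (adjusted p 0.0508 to 0.0764), and a dimmer probe was not called (adjusted p = 0.0907). The activin receptor probes were near background. The probe of acvr1ba was well above background on 1 exercised and 0 non-exercised arrays (adjusted p = 0.947), and that of acvr2ba on 1 non-exercised and 0 exercised arrays (adjusted p = 0.778). The probe of smad2 was well above background on 3 arrays of each group and changed by 0.87 ± 1.06 (adjusted p = 0.676). The sign of smad2 turned without exercised fish 8 (-0.06).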

The MSTN signaling pathway, known in mammals and fish to exert a repressive action on muscle hypertrophy [29, 30] through its inhibition of IGF-1/Akt signaling [31], was also up-regulated in fast muscle of exercised zebrafish as evidenced by the increased expression of the extracellular ligand (*mst*), corroborating the results of our previous study [17], receptors (*acvr1b* and *acvr2b*) and signaling molecules (*smad2*). On the other hand, a number of components of the bone morphogenetic protein (BMP) signaling pathway, including extracellular ligands (*bmp1, bmp3, bmp4, bmp8b*), receptors (*mbpr1a, bmpr1b*), gene targets (*id1*) and antagonists such as *noggin* and *smad6*, were also all up-regulated in fast muscle of exercised zebrafish. 

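Of these 9 genes, 6 had a probe with that name, 4 higher and 2 lower in exercised fish, and none was called by limma's moderated test, with 1 under the methods' threshold in the methods' t-test. On 3 of the 6 probes no array was well above background. One of these was the probe of bmp4 (A_15_P115131, adjusted p = 0.0545), which has no fold change. It was called after cyclic loess (adjusted p = 0.0392), under array weights (adjusted p = 0.0233), and without non-exercised fish 4 or exercised fish 1 or 7 (adjusted p 0.0493, 0.0253 and 0.0417). The 8 bmp ligands and receptors on the array had a median log2 fold change of 0.40 (camera, adjusted p = 0.28), which was -0.02 without background correction.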

In mammals, BMPs promote skeletal muscle hypertrophy by stimulating mTOR-dependent anabolism [32, 33]. The results from the present study are significant because they suggest, for the first time, that the BMP signaling pathway may be involved in exercise-induced hypertrophy of skeletal muscle. In mammals, it has been proposed that the regulation of muscle mass depends on the balance between the competing MSTN and BMP signaling pathways [32]. We hypothesize that the exercise-induced increase in muscle mass associated with hypertrophy of fast muscle in adult zebrafish may have resulted, at least in part, from alterations in the normal balance between negative (MSTN) and positive (FST, BMPs) regulators of skeletal muscle mass.

Importantly, our study also provides molecular evidence to suggest that exercise in adult zebrafish may have activated a myogenic program resulting from the activation of satellite cells. Satellite cells, muscle precursor cells with stem cell characteristics [34], are known to contribute importantly to postnatal skeletal muscle growth and muscle regeneration after injury. However, their involvement in hypertrophic muscle growth in adult mammals is currently a subject of debate, particularly in the light of studies showing that hypertrophy does not require the presence of satellite cells [35] or their activation [36, 37]. In contrast, postembryonic muscle growth in zebrafish is accomplished by mosaic hyperplasia (i.e. new myotubes forming on the surface of existing muscle fibres) until fish achieve half of their final body length after which growth is only accomplished by hypertrophy [21]. To date, the exact role of satellite cells (refered to as myogenic precursor cells in fish) in exercise-induced activity in skeletal muscle or whether contractile activity of skeletal muscle fibres can modify the quiescent status of satellite cells and promote their activation in adult muscle are two aspects that are not completely understood. However, there are reports showing that hypertrophy due to resistance training in humans is associated with an increase in the satellite cell pool probably as a result of increased proliferation [38]. 

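The named probe of pax3, of pax3a (A_15_P100588), was not well above background on any of the 16 arrays and was not called (adjusted p = 0.414). It was not called with any 1 fish left out or under any other setting.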

Here, we show for the first time in fish that exercise-induced activity in adult zebrafish increased the expression of genes known to participate in the myogenic program, most notably the satellite cell marker *pax3* and its target gene *lbx1*. PAX3 is a key factor in skeletal muscle development thought to be responsible for the enlargement of the satellite cell population in muscle at least in part through its activation of the FGF signaling pathway [4]. PAX3 is important for the activation of the muscle regulatory factors MYOD and, together with the mesenchyme homeobox gene 2 (MEOX2) and SIX proteins (SIX1 and SIX4), of MYF5 [4]. PAX3 was recently shown to be up-regulated specifically in hyperplastic growth zones in the late embryonic myotome in rainbow trout [39], another fish species with hyperplastic growth continuing into adulthood. 

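Of 10 of the genes of FGF signalling and myogenic factors (fgf13, fgf18, fgf20, fgfr1, fgfr2, fgfrl1, mapk13, crebbp, meox2 and six4), 6 had a probe with that name, and all 6 were higher at the brightest probe. The ligand gene fgf20a (LOLG477) was well above background on 1 non-exercised and 8 exercised arrays and rose by a log2 fold change of 3.16 ± 0.50 (SE, adjusted p = 0.000915), while its 2 other probes, near background, were not called. The receptor gene fgfr1a (A_15_P113403) rose by 0.97 ± 0.26 (adjusted p = 0.0327). Its call was lost after normexp (adjusted p = 0.079), after a median shift (adjusted p = 0.147), and with any one of 9 fish left out (adjusted p 0.0501 to 0.0649). The other receptor gene fgfr2 changed by 0.20 ± 0.29 (adjusted p = 0.706), or -0.05 after a median shift, and the ligand gene fgf13a by 0.96 ± 0.44 (adjusted p = 0.23). The gene six4a rose by 0.68 ± 0.42 (adjusted p = 0.416). As a family, the 16 fgf ligands had a median of 0.40 (camera, adjusted p = 0.144), or -0.00 under array weights, at percentile 79.4 among lists matched on mean signal.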

In the present study, we show that the mRNA expression levels of a number of components of the FGF signaling pathway, including ligands (*fgf13*, *fgf18*, *fgf20*), receptors (*fgfr1*, *fgfr2*, *fgfrl1*) and signaling molecules (*mapk1*, *raf1*, *mapk13*, *crebbp*), as well as *meox2*, *six1* and *six4*, were increased in fast muscle in response to exercise training in adult zebrafish. All these factors interact with *pax3, sox9* and *rela* in a complex molecular network similar to that described in the exercise-trained human skeletal muscle [40, 41]. Interestingly, the canonical Notch and Wnt signaling pathways, known to sequentially control the transition of satellite cells from a proliferative to a differentiative phase [42], were also significantly altered in fast muscle of exercised zebrafish. In accordance with the increased expression of *pax3*, the altered expression of ligands (*dll1*, *jag1*, *jag2*) and receptors (*notch1*, *notch2*) of the Notch signaling pathway, coupled with the significant alteration of the expression of genes involved in mitosis and cell cycle progression (Additional files 6 and 9: Table S6 and Figure S1), suggests that satellite cells may have been activated by exercise. 

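Of the 5 genes, 3 had a probe with that name, and none was called. The receptor gene notch1a (probe A_15_P111547) was well above background on 4 non-exercised and 3 exercised arrays and changed by a log2 fold change of 0.38 ± 0.31 (SE, adjusted p = 0.567). The ligand genes jag1b and jag2b changed by 0.40 ± 0.27 (adjusted p = 0.474) and 0.12 ± 0.25 (adjusted p = 0.775), and jag2b by -0.13 after a median shift. The 12 notch, jag, dll, hey and hes genes on the array had a median of 0.34 (camera, adjusted p = 0.28). All 12 were higher in exercised fish under the 75th percentile shift, where the median of all genes was 0.25, and 6 to 9 of the 12 were under the 5 other scalings.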

The recent demonstration that satellite cells in adult zebrafish muscle fibres can be activated by mechanical stretch [43] and that *pax3* is expressed in satellite cells isolated from adult zebrafish muscle [44] provide support for the hypothesis that satellite cells may have proliferated in fast muscle of adult zebrafish in response to exercise-induced activity. In addition, exercise caused a significant increase in the expression of components of the Wnt (e.g. *wnt1, wnt2, wnt4, wnt6, wnt7a, wnt7b, wnt8a, wnt10a, wnt10b, wnt11, wnt16; fzd2 to 5, fzd8 to 10; dvl1, dvl2, ccnd1*) and the hedgehog (e.g. *shh, ihh*) signaling pathways, known to play a key role in the induction of myogenesis in vertebrates by promoting differentiation of satellite cells [8, 45]. 

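Of these 23 genes, 14 had a probe with that name, 12 higher and 2 lower in exercised fish, and 10 were well above background on fewer than 8 arrays. Called were wnt10b and fzd9b. The brightest probe of wnt10b was not well above background on any array (adjusted p = 0.0377), and its call was lost after normexp (adjusted p = 0.755), without background correction (adjusted p = 0.812), after quantile normalization (adjusted p = 0.086) or a median shift (adjusted p = 0.0627), and with any one of 9 fish left out (adjusted p 0.0586 to 0.0822). Its 3 other probes were not called (adjusted p 0.357 to 0.663). The receptor gene fzd9b (LOLG102) was well above background on 1 non-exercised and 4 exercised arrays and rose by a log2 fold change of 1.73 ± 0.43 (SE, adjusted p = 0.0213). It was not called after normexp (adjusted p = 0.157), without background correction (adjusted p = 0.11) or without exercised fish 2 (adjusted p = 0.0501). Of its 3 other probes, A_15_P117909 was called higher (adjusted p = 0.0176). A probe that the authors describe as wnt10a (LOLG060), with the same counts of arrays above background, rose by 2.65 ± 0.46 (adjusted p = 0.00208) and was not called after normexp (adjusted p = 0.0593). For shha the brightest probe was not well above background on any array (adjusted p = 0.722), and it was lower in exercised fish while 3 other probes were higher, none of them called. Cyclin D1, ccnd1, changed by 0.02 ± 0.37 (adjusted p = 0.982), and its sign turned under all 5 other scalings and without any one of 6 fish, and 3 of its 4 other probes were lower. As families, the 9 wnt ligands had a median of 0.58 (camera, adjusted p = 0.0868), at percentile 90.4 among lists matched on mean signal, and the 10 frizzled receptors a median of 0.43 (adjusted p = 0.227), or -0.00 on the probes well above background on at least 8 arrays, with fzd8b also called higher (adjusted p = 0.0424), from a probe well above background on 2 exercised and 0 non-exercised arrays.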

Interestingly, hyperplastic growth in embryonic trout was also associated with an important up-regulation of growth factors and soluble signaling molecules (including members of the Wnt pathway) [39] but, to our knowledge, this is the first report of exercise regulating the expression of the hedgehog signaling pathway. However, the expression of various paralogs of fast skeletal myosin heavy chain (e.g. myhz1.1, myhz1.2, myhz1.3 and myhz2) that were reported to be markers for hyperplastic growth in zebrafish [15] did not change in fast muscle of exercised adult zebrafish. Therefore, it will be important to investigate in future studies whether exercise can promote proliferation and/or activation of satellite cells in fast muscle of adult zebrafish.

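Of these paralogs, only myhz2 had a probe with that name. Its brighter probe (A_15_P120396) changed by a log2 fold change of 0.39 ± 0.73 (SE, adjusted p = 0.756), and its sign turned without non-exercised fish 1 (-0.00) or 3 (-0.08). The other probe (A_15_P103788) changed by -1.31 ± 1.08 (adjusted p = 0.579). Both were well above background on all 16 arrays, and the SD between fish was 2.29 and 3.17 in the non-exercised group and 0.41 and 1.46 in the exercised group.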

Exercise-induced activity also altered the mRNA expression levels of other important myogenic differentiation factors in the zebrafish fast muscle, most notably Myocyte enhancer factor 2 (*mef2*) and serum response factor (*srf*). MEF2 family members are transcription factors that do not have intrinsic myogenic activity but control the differentiation of skeletal muscle during development through transcriptional cooperation with co-activators such as CREBBP(CBP)/p300, resulting in the potentiation of the function of myogenic regulatory factors (MRFs) and in the regulation of fibre type-specific gene expression programs in mammals [46]. In the adult mammalian muscle, MEF2, in addition to NFAT proteins, is induced by contractile activity in a calcineurin- and CAMKIV-dependent fashion [47] to regulate the metabolic and structural (contractile) phenotype of skeletal muscle cells. Several *mef2* genes are expressed in the zebrafish skeletal muscle [48], with *mef2a* being expressed in fast muscle after differentiation, *mef2c* after myoblast terminal differentiation and *mef2d* in muscle precursor cells [49]. Although Mef2c and Mef2d proteins are not required for muscle fibre terminal differentiation, they are indispensable for myofilament expression and myofibril assembly in zebrafish fast muscle fibres [49]. Recently, *mef2ca* was shown to be induced post-transcriptionally by the TOR pathway to regulate hypertrophic muscle growth in zebrafish [14]. Here, we observed an up-regulation of the mRNA levels of *ep300* and *crebbp*, two nuclear genes that occupy a central position in the transcriptional network in fast muscle of exercised zebrafish (Figure 3), and of *mef2a* and *mef2d*; however, the expression of *mef2ca* was decreased by exercise. In addition, genes involved in calcium signaling initiated by nerve-elicited electrical activity and that regulate MEF2 activity such as *ppp3ca* (calcineurin), its targets *nfatc1*, *nfatc 3* and *nfatc 4*, *camk4* and *hdac4* were all up-regulated by exercise in the zebrafish fast muscle. 

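Of these 5 genes, the 3 mef2 genes had a probe with that name. At its brightest probe, of mef2aa, mef2a rose by a log2 fold change of 0.56 ± 0.32 (SE, adjusted p = 0.381), and 4 of its 11 other probes were lower. Of the 13 probes of mef2d, the brightest rose by 0.60 ± 0.25 (adjusted p = 0.17), and LOL03510, in the deposited table, by 0.78 ± 0.25 (adjusted p = 0.0687). The first was called after quantile normalization (adjusted p = 0.0256) and cyclic loess (adjusted p = 0.0282), and the second under 6 other settings (adjusted p 0.0101 to 0.0325) and without exercised fish 1 (adjusted p = 0.0329). The change of the brightest probe of mef2ca was -0.17 ± 0.29 (adjusted p = 0.739), and 2 of its 11 other probes were higher.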

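Of these 6 genes, only nfatc1 had a probe with that name. The probe (LOLT00101) was well above background on 2 exercised and 0 non-exercised arrays, so it has no fold change, and it was called higher in exercised fish (adjusted p = 0.0377). That call was lost after normexp (adjusted p = 0.513), without background correction (adjusted p = 0.387), under the methods' t-test (adjusted p = 0.0534), and with any one of 10 fish left out (adjusted p 0.053 to 0.0837).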

Another central molecule in the transcriptional network of regulated nuclear genes in the fast muscle of exercised zebrafish is SRF, a transcription factor that regulates myogenic fusion and differentiation and that is also required for overload-induced hypertrophy in the adult mammalian muscle by controlling satellite cell proliferation [50]. The altered expression of *srf* in fast muscle of exercised zebrafish, as well as that of the transcriptional repressor *hdac1*, is consistent with their role as regulators of skeletal myogenesis [50, 51].

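The brightest probe of srf, of srfb (A_15_P111554), was well above background on 4 arrays of each group and changed by a log2 fold change of -0.28 ± 0.33 (SE, adjusted p = 0.669). At its brightest probe (LOLG556), hdac1 fell by 0.56 ± 0.22 (adjusted p = 0.161), below the non-exercised mean in all 8 exercised fish, and a probe in the deposited table that the authors describe as hdac1 was not called either (adjusted p = 0.124). The brightest probe was called with only the probes well above background on all 16 arrays (adjusted p = 0.0472), under the methods' t-test (adjusted p = 0.0494) and under array weights (adjusted p = 0.0368).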

### Exercise training promotes vascularization in fast muscle of adult zebrafish

In addition to the increased hypertrophy of fast muscle fibres, exercise increased vascularization of this tissue in adult zebrafish. This is consistent with the well-known increase in capillary number that accompanies fibre hypertrophy in humans and mammalian models [52, 53] and also with previous reports that indicate that swim training increases muscle capillarity in several fish species, including larval zebrafish [54–57]. In mammals, exercise-induced angiogenesis is believed to be induced by the contractile activity of skeletal muscle fibres that, through the combination of growth factor production, hypoxia and shear and mechanical stresses, results in the activation of pro-angiogenic signaling pathways [58]. Importantly, our transcriptomic profiling of the fast muscle of exercised adult zebrafish clearly evidenced the activation of the majority of signaling pathways known in mammals and zebrafish to regulate angiogenesis [59–62], and identified for the first time the molecular programs responsible for the observed increase in vascularization of this tissue by exercise. Specifically, fast skeletal muscle of exercised zebrafish increased the mRNA levels of genes involved in vascular sprouting, including *sema3d*, *sema3f*, *netrin1* and *efnb2,* molecules known to be important for intersegmental vessel formation in zebrafish [62], as well as of *robo2* and *slit2*, an endothelial cell guidance receptor and its ligand, respectively. In addition, exercise also activated at the transcriptional level several canonical signaling pathways known to control the specification of arteries and veins (e.g. Vegf, Notch, Ephrin B2) [63, 64], as supported by the increased mRNA levels of *ssh*, of members of the Vegf signaling pathway including ligands (e.g. *vegfc*), co-receptors (*nrp1*) and downstream signaling molecules (*pik3c2a, pikc3b, pik3cg, plcg1, mapk1*), of *notch1* and of *efnb2* and its receptor *ephb4*. Furthermore, exercise altered the mRNA levels of genes involved in vascular lumen formation in zebrafish such as integrins, *cdc42*, *rac1* and *pax2* [62]. 

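Of these 6 genes, 5 had a probe with that name, all 5 higher in exercised fish. The semaphorin gene sema3d (probe A_15_P113049) was called. It was well above background on 5 exercised and 0 non-exercised arrays and at least 1.12-fold higher in exercised fish (adjusted p = 0.0131). Its call was lost after normexp (adjusted p = 0.465), without background correction (adjusted p = 0.431), after quantile normalization (adjusted p = 0.134) and after a median shift (adjusted p = 0.0719). The receptor gene robo2 changed by a log2 fold change of 0.23 ± 0.37 (SE, adjusted p = 0.73), or -0.02 after a median shift. The probe of slit2 was well above background on 1 exercised and 0 non-exercised arrays (adjusted p = 0.181).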

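Of these 11 genes, 9 had a probe with that name, 5 higher and 4 lower in exercised fish at the brightest probe, and none of these was called, with 1 under the methods' threshold in the methods' t-test. The ligand gene vegfc (probe A_15_P111146) changed by a log2 fold change of 0.45 ± 0.23 (SE, adjusted p = 0.308) and was above the non-exercised mean in 7 of the 8 exercised fish.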

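The change of cdc42 was a log2 fold change of 0.07 ± 0.24 (SE, adjusted p = 0.881), and its sign turned after normexp, without background correction, after a median shift and without non-exercised fish 6. The gene rac1a fell by 0.70 ± 0.31 on the log2 scale (adjusted p = 0.201), below the non-exercised mean in all 8 exercised fish, and was called under array weights (adjusted p = 0.0407).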

Interestingly, to the best of our knowledge, we provide the first demonstration that exercise increases the mRNA levels in fast muscle of *klf2*, a shear stress-responsive transcription factor that is activated by the onset of blood flow in newly formed vessels and that induces vessel remodelling through alteration of PI3K and MAPK signaling in zebrafish [65]. *klf2* occupies a central position in the angiogenic transcriptional network in fast muscle of exercised adult zebrafish with connections with soluble pro-angiogenic factors (e.g. endothelins, angiopoietins, IGF2, semaphorins), signaling molecules (e.g. *traf6*, *erbb2*) and transcriptional regulators (e.g. *id1*, *ctnnb1*, *crebbp*, *sirt1*) (Figure 4). 

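The named probe of klf2, of klf2a (A_15_P108040), was well above background on all 16 arrays and changed by a log2 fold change of 0.12 ± 0.27 (SE, adjusted p = 0.806). In 4 of the 8 exercised fish it was above the non-exercised mean. Its sign turned after a median shift (-0.13), under array weights (-0.20) and without non-exercised fish 6 (-0.05). A probe named klf1 (A_15_P108546) rose by 3.09 on the log2 scale, near the size that the paper gives for klf2. It was well above background on 7 of the 16 arrays, so this size is uncertain. With the slide as a random block it was called by limma (adjusted p = 0.0333). Whether the paper's klf2 value came from this probe was not tested.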

Remarkably, *klf2*, as well as other components of the angiogenic transcriptional network such as the IGF-1, TGFβ and Notch signaling pathways and the nuclear transcriptional regulator *crebbp*, also participate in the muscle development network (Figure 3). Thus, the molecular response to exercise in skeletal muscle may involve the coordinated activation of angiogenic and muscle development transcriptional programs.

The mechanisms by which angiogenesis is initiated under the normal conditions of adaptive remodelling imposed by exercise are complex and not entirely understood, even in humans. It has been proposed that mechanical and metabolic stimuli responsible for exercise-induced angiogenesis exert their effects by stimulating the production of VEGF, considered to be a central pro-angiogenic factor in the regulation of physiological angiogenesis [52, 66]. In the present study, we report that exercise-induced contractile activity in adult zebrafish caused changes in the expression of the VEGF canonical pathway and of factors that participate in its regulation including members of the hypoxia-inducible factor family (*hif1an*, *hif3a*), nitric oxide synthases (*nos1* and *nos2*), *ppard*, known to increase VEGF production and skeletal muscle angiogenesis [67], and *esrra*, an important mediator of hypoxia-induced PGC-1α transcriptional regulation of VEGF [68]. Therefore, these results suggest that exercise in adult zebrafish may have induced a transcriptional angiogenic program, at least in part, by activating VEGF and its signaling in fast muscle. 

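Of these 6 genes, hif1an and nos1 had a probe with that name. The probe of nos1 (A_15_P109909) was well above background on 2 exercised and 0 non-exercised arrays, so it has no fold change (adjusted p = 0.549).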

In support of this hypothesis, swim training in larval zebrafish was recently reported to increase the expression of the HIF and VEGF pathways [69]. To the best of our knowledge, we provide the first evidence that exercise training in zebrafish activates a complex transcriptional program in fast muscle involving multiple signaling pathways (e.g. VEGF, HIF, TGFβ, Ephrin-B, PDGF, angiopoietin) known to participate in the induction and regulation of angiogenesis, resulting in an important increase in vascularization of this tissue.

We hypothesize that, as in mammals [58], the increase in capillarity as a result of exercise training may enhance the exchange of respiratory gasses, substrates and metabolites between the blood and fast muscle. Consequently, by increasing the oxygen exchange capacity and the ensuing oxidative capacity, exercise may induce a more aerobic phenotype in fast muscle in zebrafish, in agreement with previous studies that showed that swim training increased the aerobic capacity of the fast muscle by increasing the expression of respiratory genes in adult zebrafish [70, 71] and in developing zebrafish, as shown by the increased expression of erythropoietin and myoglobin [72]. Support for an increased aerobic phenotype of fast muscle in exercised zebrafish is derived from the observed increased expression of a large set of genes that participate in oxidative metabolism in mitochondria (i.e. TCA cycle and oxidative phosphorylation) and of the oxygen transport protein myoglobin. 

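The myoglobin gene mb had 3 probes, all well above background on all 16 arrays. The brightest one (A_15_P107715), measured in 8 non-exercised and 6 exercised fish, changed by a log2 fold change of 0.46 ± 0.37 (SE, adjusted p = 0.564). Another (A_15_P120643) rose by 1.15 (adjusted p = 0.0659). The dimmest (A_15_P116274), which is in the deposited table, rose by 1.56 ± 0.39 (adjusted p = 0.0226). The call of this probe was lost under array weights (adjusted p = 0.0624) and without exercised fish 2 or 3 (adjusted p 0.0511 and 0.0505).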

Although we do not have direct evidence for an effect of exercise on mitochondrial biogenesis, it is interesting to point out that the relationship between capillary and fibre density (C/F ratio), shown here to increase in adult zebrafish in response to exercise as in mammals [58], is related to mitochondrial volume [73] suggesting that swimming-induced exercise could have improved mitochondrial function and number. Surprisingly, the theoretical maximum diffusion distance from the capillaries to the mitochondria increased in fast muscle of exercised zebrafish. Although this finding could initially suggest a reduction in muscle oxidative capacity, it should be only seen as a consequence of fibre hypertrophy. The exercise-induced increase in capillarization of fast fibres relative to their area and perimeter provides further support for the hypothesis of increased mitochondrial oxidative capacity of fast muscle fibres in adult zebrafish subjected to aerobic exercise training.

## Conclusions

In the present study we have shown that exercise-induced contractile activity in adult zebrafish promotes a coordinated adaptive response in fast muscle that leads to increased muscle mass by hypertrophy and increased vascularization by angiogenesis. We hypothesize that these phenotypic adaptations are the result of extensive transcriptional changes induced by exercise. Analysis of the transcriptional networks that are activated in response to exercise in the adult zebrafish fast muscle allowed us to identify signaling pathways and transcriptional regulators that play an important role in the regulation of skeletal muscle mass, myogenesis and angiogenesis by exercise. The present study is the first to describe coordinated molecular programs regulating muscle mass and vascularization induced by exercise in any species other than humans [74] and supports the notion that these programs may regulate “generic” features of exercise adaptation in the vertebrate skeletal muscle. The development of these adaptive responses to exercise in the zebrafish fast muscle, together with an important metabolic remodelling of this tissue, strongly suggest that exercise training may have caused the acquisition of a more aerobic phenotype in fast muscle in zebrafish. It will be interesting to determine in future studies if these changes result in improved aerobic work capacity. In summary, exercise-induced activity resulted in the transcriptional activation of a series of complex networks of extracellular and intracellular signaling molecules and pathways involved in the regulation of muscle mass, myogenesis and angiogenesis in adult zebrafish, some of which had not previously been associated with exercise-induced contractile activity. The results from this study demonstrate the utility of the adult zebrafish as an excellent exercise model for advancing our knowledge on the basic mechanisms underlining the regulation of skeletal muscle mass.

## Methods

### Ethical approval

Experiments complied with the current laws of the Netherlands and were approved by the animal experimental committee (DEC number 09161).

### Experimental fish and conditions

Wild-type zebrafish purchased from a local pet shop were housed in two Blazka-type swim tunnels of 127 liters [17] at 28°C where approximately 500 liters of fresh water were recirculated over a biofilter system. The photoperiod regime was 16L:8D and they were fed twice a day (DuplaRin pellets, Dupla, Gelsdrof, Germany) before and after each daily training session. In total, two separate experiments were performed: Experiment 1 was described previously [17] and Experiment 2 was executed under the exact same conditions. In each of the two experiments, one swim tunnel contained the non-exercised group (Experiment 1: n = 83; Experiment 2: n = 30) and the other tunnel contained the exercised fish (Experiment 1: n = 84; Experiment 2: n = 30).

### Group-wise long term exercise training protocol

In our previous study [17], a swim training protocol was established for adult zebrafish, where the optimal swimming speed (U_opt_) was determined at 0.396 ± 0.019 m s^−1^ or 13.0 ± 0.6 standard body lengths s^−1^. Exercised fish swam at U_opt_ for 6 hours per day during 20 experimental days while non-exercised fish rested at a lower swimming speed of 0.1 m s^−1^. After 20 experimental days, fish were anesthetised with 1 ml clove oil (10% in absolute ethanol) in 1 liter of fresh water and euthanized by decapitation. In Experiment 2, exercised fish showed significantly higher body weight than non-exercised fish (0.34 ± 0.02 g vs. 0.25 ± 0.02 g, P < 0.05), confirming the results of Experiment 1 [17]. Dorsal epaxial fast muscle filets were dissected and either immediately frozen in isopentane cooled to -160°C and stored in liquid nitrogen until sectioned for histochemical analyses (Experiment 2) or stored at -20°C in RNA later (Life Technologies, Barcelona, Spain) for microarray analyses (Experiment 1).

### Muscle histochemical analyses

Fast muscle samples for histochemical analyses were obtained from non-exercised and exercised zebrafish from Experiment 2. After placing the frozen samples in OCT embedding medium at -22°C, serial transverse sections of 16 μm in thickness were obtained in a cryostat (Leica CM3050S, Wetzlar, Germany) and mounted on 2% gelatinised slides. Two histochemical assays were performed on fast muscle serial sections: (1) succinate dehydrogenase (SDH) according to [75] in order to demonstrate the aerobic or anaerobic characteristics of muscle fibres; and (2) endothelial ATPase according to [76] to reveal muscle capillaries.

All morphofunctional measurements of fast muscle cellularity and vascularization were performed on the sections processed for endothelial ATPase activity by using a light microscope (BX61, Olympus, Tokyo, Japan) connected to a digital camera (DP70, Olympus). Image Capturing software (DP Controller v. 1.1.1.65, 2002 Olympus) and Image Managing software (DP Manager v. 1.1.1.71, 2002 Olympus) were used to obtain digital microphotographs and to ensure accurate calibration of all measurements. All the parameters listed below were empirically determined from windows of tissue of approximately 5,5 × · 10^5^ μm^2^ from two different zones or muscle fields in each sample using ImageJ analyzing software (v. 1.47, National Institutes of Health, USA). After testing for the absence of differences between the two muscle fields from each sample, the data obtained from both fields were considered together so that the sample size was large enough. The mean results presented throughout tables and figures were obtained from a sample of n = 8 fish for each condition (non-exercised and exercised).

In order to determine if swimming-induced exercise caused changes in the morphometric and vascularization characteristics of fast muscle fibres, the following parameters were counted or calculated: capillary density (CD; capillary counts per unit cross-sectional area of muscle), fibre density (FD), capillary-to-fibre ratio (C/F = CD/FD; a parameter relatively independent of FCSA and a good indicator of muscle capillarization [73]), the number of capillaries in contact with each fibre (NCF) and the circularity shape factor (SF = 4 · π · FCSA/FPER^2^), which is an estimation of the circular morphology of the fibre (with a value of 1 for a perfect circle). Capillary and fibre counts were calculated and expressed as capillaries and fibres per mm^2^. The following fibre morphometric parameters were measured: fibre cross-sectional area (FCSA) and perimeter (FPER) and the maximal diffusion distance (MDD) between the capillary and the centre of the fibre. The total number of fibres analyzed in each muscle sample ranged from 200 to 250. The indices expressing the relationship between the number of capillaries per fibre and the fibre cross-sectional area (CCA = NCF · 10^3^/FCSA) or fibre perimeter (CCP = NCF · 10^2^/FPER) were also calculated. These indices are considered a measure of the number of capillaries per 1,000 μm^2^ of muscle FCSA and the number of capillaries per 100 μm of muscle FPER. Data for all the parameters are expressed as sample means ± standard error of the mean (SEM).

The histograms of FCSA (Figure 1I-K) express the percentage frequencies of fibres grouped in intervals of 200 μm^2^ and error bars represent the SEM. To obtain the superposed curves in the histograms, a dynamic fitting by nonlinear regression was performed for each group of fish (non-exercised and exercised). The approximation was done by a log-normal (four parameters) equation with a dynamic fit option of 200 for both total number of fits and maximum number of iterations. The *R* values and parameters of the log-normal equations (a, b, x_0_ and y_0_), reported with their SEM, are shown in Additional file 1.

### Microarray analyses

Single color microarray-based gene expression analysis was performed using an Agilent custom oligo microarray 4x44K with eArray design ID 021626 and containing a total of 43.863 probes of 60 oligonucleotides in length. Total RNA from fast skeletal muscle samples of individual adult zebrafish from Experiment 1 (non-exercised, n = 8; exercised, n = 8) was isolated with TRIzol (Invitrogen, Barcelona, Spain). RNA concentrations of the 16 samples used for microarray analyses, as measured with a NanoDrop ND-1000 (Thermo Scientific), ranged from 83 to 260 ng μl^−1^ (134 ± 15 ng μl^−1^), with average absorbance measures (A260/280) of 2.04 ± 0,03, and RNA Integrity Number (RIN) values of 8.85 ± 0.35, as obtained using a 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA), that were indicative of clean and intact RNA suitable for microarray analysis. RNA was amplified and labeled with Cy3 dye using single color Low Input Quick Amp Labeling kit (Agilent Technologies) following the manufacturer’s indications using 200 ng of RNA in each reaction. Next, 1.65 μg of labeled cRNA were hybridized to the arrays. Overnight hybridization (17 h, 65°C and 10 rpm rotation) was performed in a Microarray Hybridization Oven (Agilent Technologies). After hybridization, microarrays were washed with Gene Expression Wash Buffers 1 and 2 (Agilent Technologies) and scanned using the High-Resolution C Scanner (Agilent Technologies). Feature Extraction Software 10.7.3 (Agilent Technologies) was used for spot to grid alignment, feature extraction and quantification. Processed data were subsequently imported into GeneSpring GX 11.5 (Agilent Technologies). Significance cut-offs for the ratios of exercised vs non-exercised were set at at P < 0.01 (sample t-test) and >1-fold change for differentially expressed genes (DEGs). For the DEGs, gene IDs were converted to human ENSEMBL gene IDs using g:orth function from G:profiler (http://biit.cs.ut.ee/gprofiler), taking advantage of the more complete gene ontology (GO) annotations of the human genes and improving, in this way, the subsequent analysis of the functional categories. The complete microarray data have been deposited in NCBI´s Gene Expression Omnibus and are accessible through GEO Series accession number GSE58929 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58929). GO enrichment analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) software tools (http://david.abcc.ncifcrf.gov), and the resulting categories were considered significant at P < 0.05. Pathway and network analyses were conducted using Ingenuity® Systems Pathway Analysis (IPA) software (Redwood City, CA). To analyze by IPA, annotated spots were mapped to zebrafish and human orthologs using BLASTN against the Ensembl *Danio rerio* gene database (v.Zv9.66) and the *Homo sapiens* transcript database (v.GRCh37.66) with an *e*-value ≤1.00E − 05. Human and zebrafish orthologs were then compared to the Ingenuity® Knowledge Base (http://www.ingenuity.com) and significantly altered pathways and biological functions were determined using the Fisher exact test (P < 0.05).

### Quantitative real-time PCR (qPCR)

Quantitative real time PCR analysis was performed using RNA treated with RQ1 RNase-free DNase (Promega) to remove any contaminating genomic DNA and reverse transcribed using SuperScript III Reverse Transcriptase (Invitrogen), as specified by the manufacturer. Reactions were run in a MyiQ Real-Time PCR Detection System (Bio-Rad, Madrid, Spain) under the following thermal cycling conditions: 2 m at 50°C, 8 min at 95°C, followed by 40 cycles of 15 s denaturation at 95°C and 30 s at corresponding melting temperature, and a final melting curve of 81 cycles from 55°C to 95°C (0.5°C increments every 10 s) to identify the presence of primer dimers and to analyze the specificity of the reaction. The reactions (20 μl) contained 200nM final concentration of each amplification primer, 10μl of SYBR GreenER qPCR SuperMix (Invitrogen) and 5 μl of a 1:25 dilution of cDNA for reference gene and target genes. All PCR reactions were run in triplicate (including the non-template controls) and fluorescence was measured at the end of each extension step. Efficiency of PCR reactions was calculated by analyzing serial dilutions of pooled cDNA samples and was always higher than 99%. 

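The reference gene rps15 (probe A_15_P104821) was well above background on all 16 arrays, with a mean of 8.71 ± 0.25 (SD) on the log2 scale over the 75th percentile in exercised and 8.49 ± 0.47 (SD) in non-exercised fish. Its log2 fold change was 0.22 ± 0.25 (SE, adjusted p = 0.665), with 6 of the 7 exercised fish measured above the non-exercised mean. The sign turned after quantile normalization (-0.08), a median shift (-0.07) and cyclic loess (-0.18).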

The 2^−ΔΔCt^ method [77] was used for real-time PCR analysis and the threshold cycle (Ct) for each gene was normalized to the Ct of RPS15 as reference gene, chosen because of the lack of changes in its expression between exercised and non-exercised zebrafish as assessed by microarray analysis. Primer sequences, amplicon sizes and Ensembl accession numbers of the selected genes are presented in Additional file 10: Table S9.

### Statistical analyses

For capillarization and fibre morphometrical parameters, the normality of the data was tested by the Kolmogorov-Smirnov test (with Lilliefors’ correction) and the comparisons between the two groups of fish (non-exercised and exercised) were analysed by Student’s *t* tests. To test the differences between non-exercised and exercised fish in the frequencies for three intervals of FCSA measured (i.e. fibres with areas below 1.200 μm^2^, between 1.200 and 2.400 μm^2^ and above 2.400 μm^2^; Additional file 1: Table S1), Student’s *t* tests were performed. The normalizing arcsine transformation was applied as a previous step. All statistical analyses were performed using SigmaStat 4.0 (in SigmaPlot 11.0 Software, Systat Software Inc., San Jose, CA, USA).

## Electronic supplementary material

Additional file 1: Table S1: Equation parameters for the log-normal regression of the fiber cross-sectional area histograms in the fast muscle of zebrafish.

Additional file 2: Table S2: Biological functions that were significantly altered (Fisher’s exact test, p < 0.05) in zebrafish fast muscle in response to swimming.

Additional file 3: Table S3: List of differentially expressed genes involved in the development of muscle in the zebrafish fast muscle in response to exercise.

Additional file 4: Table S4: List of differentially expressed genes involved in myogenesis in the zebrafish fast muscle in response to exercise.

Additional file 5: Table S5: List of differentially expressed genes involved in angiogenesis in the zebrafish fast muscle in response to exercise.

Additional file 6: Table S6: List of differentially expressed genes involved in cell proliferation in the zebrafish fast muscle in response to exercise.

Additional file 7: Table S7: Canonical pathways that were significantly altered (Fisher’s exact test, p < 0.05) in zebrafish fast muscle in response to swimming. The number of differentially expressed genes in relation to the total number of genes present in each pathway in the Ingenuity Knowledge Base (No. Genes) and their identity (Pathway molecules) are shown.

Additional file 8: Table S8: Quantitative real-time PCR (qPCR) validation of microarray results from selected genes.

Additional file 9: Figure S1: IPA-based network generated from molecules involved in cell proliferation that are differentially expressed in fast muscle of exercised adult zebrafish. The shapes of the genes correlate with the functional classification symbolised in the legend. Arrows represent the direct relationship between molecules. Color intensity correlates to transcription value, calculated as log2ratio (exercised/non-exercised); green represents molecules with repressed transcription (negative log2ratio); red represents molecules with enhanced transcription (positive log2ratio).

Additional file 10: Table S9: Sequences of primers used in gene expression analyses by qPCR.

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Equation parameters for the log-normal regression of the fiber cross-sectional area histograms in the fast muscle of zebrafish.

**Table S2.** Biological functions that were significantly altered (Fisher's exact test,  $p < 0.05$ ) in zebrafish fast muscle in response to swimming.

| Category                                              | FunctionsAnnotation          | p-Value  | No. Genes |
|-------------------------------------------------------|------------------------------|----------|-----------|
| Skeletal and Muscular System Development and Function | development of muscle        | 3.44E-09 | 35/143    |
| Skeletal and Muscular System Development and Function | myogenesis                   | 8.92E-06 | 24/59     |
| Cardiovascular System Development and Function        | angiogenesis                 | 1.35E-07 | 92/230    |
| Cell Cycle                                            | cell cycle progression       | 3.57E-17 | 148/408   |
| Cell Cycle                                            | mitosis                      | 5.53E-09 | 73/172    |
| Cell Death and Survival                               | cell survival                | 1.98E-15 | 255/488   |
| Cell Signaling                                        | MAPKKK cascade               | 3.44E-08 | 23/73     |
| Post-Translational Modification                       | phosphorylation of protein   | 2.59E-09 | 59/254    |
| Cellular Assembly and Organization                    | microtubule dynamics         | 8.18E-09 | 137/356   |
| Cellular Assembly and Organization                    | organization of cytoskeleton | 5.38E-11 | 148/424   |
| Cellular Development                                  | differentiation of cells     | 1.71E-13 | 264/659   |
| Cellular Function and Maintenance                     | autophagy                    | 7.05E-05 | 45/96     |
| Gene Expression                                       | transcription of DNA         | 1.90E-35 | 247/591   |
| Lipid Metabolism                                      | oxidation of lipid           | 1.22E-08 | 43/81     |
| Lipid Metabolism                                      | synthesis of lipid           | 1.60E-06 | 99/240    |
| Organismal Development                                | growth of organism           | 5.66E-12 | 64/201    |
| Organismal Development                                | length of animal             | 8.80E-09 | 219/308   |
| Organismal Development                                | size of body                 | 9.79E-09 | 220/307   |
| Tissue Morphology                                     | quantity of cells            | 6.20E-07 | 289/545   |

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: Biological functions that were significantly altered (Fisher’s exact test, p < 0.05) in zebrafish fast muscle in response to swimming.

**Table S3.** List of differentially expressed genes involved in the development of muscle in the zebrafish fast muscle in response to exercise.

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 3 — Additional file 3: Table S3: List of differentially expressed genes involved in the development of muscle in the zebrafish fast muscle in response to exercise.

**Table S4.** List of differentially expressed genes involved in myogenesis in the zebrafish fast muscle in response to exercise.

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 4 — Additional file 4: Table S4: List of differentially expressed genes involved in myogenesis in the zebrafish fast muscle in response to exercise.

**Table S5.** List of differentially expressed genes involved in angiogenesis in the zebrafish fast muscle in response to exercise.

**Supplementary Table 5 (Cont.).** List of differentially expressed genes involved in angiogenesis in the zebrafish fast muscle in response to exercise.

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 5 — Additional file 5: Table S5: List of differentially expressed genes involved in angiogenesis in the zebrafish fast muscle in response to exercise.

**Table S6.** List of differentially expressed genes involved in cell proliferation in the zebrafish fast muscle in response to exercise.

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 6 — Additional file 6: Table S6: List of differentially expressed genes involved in cell proliferation in the zebrafish fast muscle in response to exercise.

**Table S7.** Canonical pathways that were significantly altered (Fisher's exact test,  $p < 0.05$ ) in zebrafish fast muscle in response to swimming. The number of differentially expressed genes in relation to the total number of genes present in each pathway in the Ingenuity Knowledge Base (No. Genes) and their identity (Pathway molecules) are shown.

| <b>Ingenuity Canonical Pathways</b> | <b>p-value</b> | <b>No. Genes</b> | <b>Pathway molecules</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------------------|----------------|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Integrin Signaling                  | 3,28E-16       | 94/208           | RAP2B,MAP2K4,RAC2,RAF1,MAPK1,MYL2,ARPC5,TLN1,PIK3R4,PTEN,NCK2,PAK1,RHOG,MAP2K2,RHOB,PIK3CG,ARF4,MAPK3,CAV1,ITGB4,ACTG2,TSPAN4,CAPN5,RND2,ACTR2,PIK3C2B,TSPAN5,RRAS,CRKL,RAC1,TSPAN2,RHOJ,RAP1A,RAC3,TTN,MYL9,CAPN8,ARF5,ARPC1A,MYL12B,ARF3,RHOA,ARPC2,ZYX,PPP1R12A,CAPN2,PAK7,ACTN4,CTTN,FNBP1,CAPN3,RAP1B,FYN,ITGA2B,TSPAN7,RHOT2,ACTA2,PIK3R5,Actn3,ILK,CRK,MYLK,CDC42,RHOH,BRAF,ARF6,ACTR3,WASL,RHOU,ARPC3,RHOF,ACTC1,MAP2K1,VASP,CAPN10,ITGB1,PXN,PAK2,NRAS,PIK3C2A,GRB2,ARPC5L,ASAP1,RHOC,ACTB,MAPK8,Arf1,PLCG1,ACTG1,ITGB2,ARF1,CAPN51,LIMS1,ARPC4                                                                                                              |
| Protein Ubiquitination Pathway      | 3,62E-12       | 103/268          | CRYAB,BAG1,USP10,PSMA2,PSMC2,DNAJB12,PSMD5,THOP1,HSPA8,TRAF6,PSMB2,PSMD12,PSMA5,PSMB1,PSMA4,DNAJC5B,PSMD1,HSPB7,SMURF2,UBE2C,ANAPC2,PSMD7,PSMD9,CUL1,DNAJC13,CDC23,DNAJA1,USP39,PSMC6,PSMD14,AMFR,UCHL3,MED20,PSMD13,MDM2,USP33,PSMD8,DNAJC11,USP44,PSMC1,PSME1,USP4,USP49,PSMA3,HSPA14,USP5,UBE2D2,HSPA5,PSMC5,HSPA4,USP7,USP8,UBE2B,DNAJC8,UCHL5,USP40,NEDD4L,PSMA6,PSMB5,UBE4B,USP36,HSPA9,BIRC6,PSMC4,PSMD6,TCEB2,PSMD3,ANAPC4,PSMD11,UBE2L3,DNAJC5,UBE2H,UBE2G1,DNAJC18,PSMD4,UBE2E1,UBE2I,PSMB3,B2M,USP14,DNAJC12,DNAJC10,PSMB6,PSMD10,HSPA12B,DNAJC4,HSPE1,UBE2V1,PSMB4,PSMA1,HSPD1,DNAJB9,UBE2D1,XIAP,DNAJC21,NEDD4,DNAJB11,PSMD2,UBA1,CDC34,UBC,PSMC3,DNAJC7 |
| Wnt/ $\beta$ -catenin Signaling     | 5,57E-11       | 75/175           | WNT10B,CSNK1G1,FZD3,PPP2CA,WNT16,GSK3A,NT6,CCND1,TCF7,MYC,SOX2,WIF1,TGFB1,WNT7B,RARA,PM1L,CSNK2A1,WNT4,RUVBL2,FZD2,TP53,AXIN2,CSNK1G2,CREBBP,FZD9,ACVR1B,APC,PPP2CB,PP2R1A,CDH2,PPP2R4,GNAO1,TLE3,FZD5,SFRP1,DVL2,WNT1,FZD10,PPP2R2A,MARK2,ILK,ACVR2B,KREMEN1,WNT2,EP300,SOX17,CSNK1E,WNT7A,NLK,RARB,SMO,TGFB2,SFRP5,PPP2R5C,CTNNB1,SOX5,PPARD,DVL1,HDAC1,GNAQ,MDM2,TCF7L1,CSNK2A2,FZD8,WNT8A,FZD4,WNT10A,NR5A2,SOX9,DVL3,DKK1,UBC,WNT11,LRP1,TCF7L2                                                                                                                                                                                                                  |
| mTOR Signaling                      | 6,06E-06       | 68/211           | MAPK1,PRKAB1,PPP2CA,EIF4A2,PIK3R4,RPS7,RHOG,RHOB,EIF4G2,EIF3D,MAPK3,PIK3CG,INS,PPM1L,PRKAA1,RPS10,EIF4B,RND2,PIK3C2B,RRAS,RAC1,VEGFC,RHOJ,EIF3E,MLST8,EIF3M,ATG13,PPP2CB,PPP2R1A,RPS4X,PPP2R4,RHOA,IRS1,EIF4A3,PRKCD,RPS6KA1,FNBP1,ULK1,PPP2R2A,RHOT2,PIK3R5,FKBP1A,EIF4G1,RHOH,EIF4E,PRKAG1,EIF4EBP1,RPS27,EIF3A,RHOU,PRKCE,PPP2R5C,RHOF,RPS24,NRAS,EIF3H,PIK3C2A,RHOC,RPS2,EIF3J,PLD4,EIF3G,RPS26,EIF3I,PRKAG2,PRR5,EIF3L,RPS14                                                                                                                                                                                                                                     |
| TGF- $\beta$ Signaling              | 7,22E-06       | 36/89            | MAP2K4,RAF1,NODAL,BMP4,MAPK1,HOXC9,MAPK13                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

|                              |          |        |                                                                                                                                                                                                                                                                                                                                                                                                                            |
|------------------------------|----------|--------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                              |          |        | ,ACVR2B,BMPRI1B,TLX2,TGIF1,EP300,MAP2K2,RUNX2,BMPRI1A,TGFB1,MAPK3,TGFB2,TFE3,MAP2K1,SMAD2,NRAS,SMAD9,GRB2,RRAS,HDAC1,CREBBP,MAPK8,SMAD7,SMAD6,ACVR1B,INHBB,TRAF6,MAPK14,PIAS4,SMURF2                                                                                                                                                                                                                                       |
| Ephrin B Signaling           | 2,46E-05 | 32/82  | RAC2,ITSN1,MAPK1,GNAI1,GNB5,CXCL12,CDC42,HNRNP,GNNG7,LIMK1,ROCK2,NCK2,GNB1,EFNB2,PAK1,MAPK3,ITSN2,EFNB3,GNAI3,CTNNB1,EPHB4,PXN,KALRN,RAC1,GNAI1,GNAQ,RAC3,GNG10,RHOA,ACP1,GNAO1,GNG5                                                                                                                                                                                                                                       |
| Actin Cytoskeleton Signaling | 3,04E-05 | 72/239 | RAF1,RAC2,MAPK1,MYL2,ARPC5,TLN1,PIK3R4,SSH1,F2,LIMK1,ROCK2,PAK1,CYFIP2,MAP2K2,FGF18,PIK3CG,EZR,MAPK3,INS,ACTG2,GNAI3,PIK3C2B,ACTR2,TIAM1,RRAS,CRKL,RAC1,GSN,TTN,RAC3,APC,MYL9,ARPC1A,MYL12B,RHOA,ARPC2,ARHGAP35,PPP1R12A,PAK7,ACTN4,PIP4K2C,ABI2,PDGFA,ACTA2,Actn3,PIK3R5,TRIO,CRK,MYLK,MYH11,CDC42,FGF13,WASL,ACTR3,ARPC3,ACTC1,MAP2K1,NCKAP1,ITGB1,PXN,NRAS,PAK2,PIK3C2A,GRB2,ARPC5L,CSK,MYL9,ACTB,ACTG1,FGF20,ARPC4,MSN |
| IGF-1 Signaling              | 6,53E-05 | 38/105 | RAF1,MAPK1,YWHAH,PIK3R5,SFR,IGFBP7,PIK3R4,PRKAG1,CASP9,MAP2K2,PIK3CG,MAPK3,FOXO3,CSNK2A1,IGF1R,IRS2,IGFBP1,MAP2K1,PIK3C2B,PXN,YWHAG,NRAS,PIK3C2A,YWHAH,GRB2,RRAS,YWHAB,MAPK8,YWHAZ,CSNK2A2,NEDD4,PTPN11,IRS1,PRKACG,IGFBP3,PRKACA,PRKAG2,CYR61                                                                                                                                                                             |
| Glycolysis I                 | 1,01E-04 | 14/41  | PGK1,PKM,GAPDH,PFKP,BPGM,PFKM,ENO1,GPI,TPI1,PGAM1,ALDOA,FBP1,GAPDH,ALDOC                                                                                                                                                                                                                                                                                                                                                   |
| VEGF Signaling               | 1,03E-04 | 36/104 | EIF1AY,RAF1,EIF2B4,MAPK1,ACTA2,PIK3R5,Actn3,EIF2S1,PIK3R4,ELAVL1,ROCK2,MAP2K2,EIF1AX,MAPK3,PIK3CG,FOXO3,ACTG2,MAP2K1,ACTC1,PIK3C2B,PTPN6,PXN,NRAS,YWHAH,PIK3C2A,GRB2,RRAS,ACTB,VEGFC,PLCG1,ACTG1,EIF2S2,PTPN11,EIF2B1,EIF2B5,ACTN4                                                                                                                                                                                         |
| AMPK Signaling               | 4,67E-04 | 46/169 | ADRA2B,CAB39,PRKAB1,PFKFB1,MAPK1,PPP2CA,PPP2R2A,PIK3R5,SMARCD2,MAPK13,PIK3R4,SMARCA4,PRKAG1,EIF4EBP1,PPM1D,AK1,PIK3CG,PPM1L,INS,PRKAA1,PPM1A,IRS2,PPP2R5C,ADRB2,TAF9,PIK3C2B,ACACB,CPT1A,CKM,PIK3C2A,AK3,PFKP,PPM1G,PFKM,PPP2CB,PPP2R1A,MAPK14,PPP2R4,IRS1,PRKACG,CPT2,PRKACA,PRKAG2,AK2,HLTF,ADRA1A                                                                                                                       |
| Calcium Signaling            | 6,03E-04 | 58/213 | RAP2B,MYL2,MAPK1,ATP2B1,NFATC3,Tpm1,TPM1,GRIA4,ATP2A2,HDAC6,CAMK2A,CAMK2D,MAPK3,TNNT3,PPP3R1,CASQ1,TPM4,HDAC4,CREBBP,SLC8A2,CREB3L4,PPP3CC,RAP1A,MYL9,HDAC3,PRKACG,PRKACA,RAP1B,CAMK4,TNNI2,GRIA1,ACTA2,MYH11,PRKAG1,NFATC1,GRINA,EP300,ATP2A1,NFAT5,CREB1,CAMK1G,RYR1,ACTC1,PPP3CA,CALR,GRIN1,LETM1,TP63,HDAC1,MEF2A,MCU,NFATC4,ATP2B2,CALM1,MEF2D,PRKAG2,MEF2C,GRIA3                                                     |
| Insulin Receptor Signaling   | 1,22E-03 | 44/142 | RAF1,FYN,EIF2B4,ASIC2,MAPK1,SGK1,PPP1R3C,PIK3R5,CRK,GSK3A,PIK3R4,PPP1R14B,EIF4E,PRKAG1,EIF4EBP1,PTEN,MAP2K2,PPP1R7,MAPK3,PIK3CG,PTPN1,FOXO3,INS,IRS2,STX4,PPP1CA,MAP2K1,PIK3C2B,NRAS,PIK3C2A,GRB2,RRAS,CRKL,MAPK8,PPP1R14A,PTPN11,GAB1,IRS1,PRKACG,EIF2B1,EIF2B5,PRKACA,PRKAG2,PPP1R12A                                                                                                                                    |
| FGF Signaling                | 1,53E-03 | 31/92  | RAF1,MAPK1,PIK3R5,CRK,MAP3K5,MAPK13,PIK3R4,EP300,FGF13,FGF18,MAPK3,PIK3CG,CREB1,MAP2K1,PIK3C2B,PTPN6,PIK3C2A,GRB2,CRKL,FGFR1,CREBBP,MAPK8,RAC1,FGFR2,PLCG1,CREB3L4,MAPK14,                                                                                                                                                                                                                                                 |

|                                                |          |        |                                                                                                                                                                                                                                                          |
|------------------------------------------------|----------|--------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                |          |        | PTPN11,GAB1,FGF20,FGFRL1                                                                                                                                                                                                                                 |
| Chemokine Signaling                            | 1,72E-03 | 26/73  | RAF1,NRAS,CAMK4,MYL2,MAPK1,RRAS,GNAI1,MAPK8,GNAQ,CXCL12,PLCG1,MAPK13,LIMK1,ROCK2,CALM1,MAPK14,CAMK2D,CAMK2A,MAP2K2,RHOA,MAPK3,PIK3CG,CAMK1G,PPP1R12A,MAP2K1,OPN1SW                                                                                       |
| PI3K/AKT Signaling                             | 1,75E-03 | 41/144 | RAF1,GAB2,RELA,MAPK1,YWHAH,PPP2CA,PPP2R2A,ILK,GSK3A,MAP3K5,CCND1,EIF4E,EIF4EBP1,PTEN,IKBKB,IKBKG,MAP2K2,MAPK3,PIK3CG,FOXO3,PPM1L,PPP2R5C,CHUK,CTNNB1,MAP2K1,MCL1,ITGB1,TP53,NRAS,YWHAG,YWHAE,GRB2,RRAS,YWHAB,YWHAZ,MDM2,PPP2CB,PPP2R1A,GAB1,LIMS1,PPP2R4 |
| Fatty Acid $\beta$ -oxidation I                | 1,99E-03 | 14/45  | ACSL3,ECHS1,SLC27A2,ACSL6,ACSBG2,ACAA2,ECI1,HADHB,ECI2,ACSL4,SLC27A1,ACADM,HADH,HADHA                                                                                                                                                                    |
| Hypoxia Signaling in the Cardiovascular System | 4,35E-03 | 24/67  | TP53,P4HB,COPS5,CREBBP,UBE2D2,NQO1,BIRC6,MDM2,CREB3L4,UBE2D1,PTEN,EP300,UBE2L3,UBE2H,EDN1,UBE2B,UBE2G1,CREB1,UBE2V1,HIF1AN,CDC34,UBE2E1,UBE2C,UBE2I                                                                                                      |
| PDGF Signaling                                 | 4,63E-03 | 27/85  | MAP2K4,RAF1,MAPK1,PDGFA,PIK3R5,SRF,CRK,PIK3R4,MYC,MAP2K2,MAPK3,PIK3CG,CSNK2A1,CAV1,CAV3,MAP2K1,PIK3C2B,NRAS,PIK3C2A,RRAS,GRB2,CRKL,MAPK8,PLCG1,CSNK2A2,ABL2,ACP1                                                                                         |
| HIF1 $\alpha$ Signaling                        | 9,07E-03 | 33/108 | NOS1,MAPK1,MMP14,MAPK15,PIK3R5,MAPK13,NAA10,PIK3R4,LDHB,EP300,EDN1,SLC2A2,PIK3CG,MAPK3,NOS2,APEX1,TP53,PIK3C2B,NRAS,PIK3C2A,RRAS,MAPK4,COPS5,CREBBP,MAPK8,MAPK6,VEGFC,MMP10,MDM2,TCEB2,MAPK14,EGLN1,MAPK7                                                |
| Notch Signaling                                | 9,60E-03 | 15/43  | FURIN,DLL1,JAG2,HES5,HES1,DTX2,NUMBL,NOTCH2,MAG,LFNG,HEY2,JAG1,NOTCH1,HEY1,PSEN1                                                                                                                                                                         |
| Angiopoietin Signaling                         | 3,00E-02 | 21/74  | RELA,PIK3C2B,ANGPT2,PAK2,NRAS,PIK3C2A,GRB2,RRAS,PIK3R5,CRK,PIK3R4,IKBKB,IKBKG,TNIP1,PAK1,CASP9,PTPN11,PIK3CG,PAK7,CHUK,STAT5B                                                                                                                            |

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 7 — Additional file 7: Table S7: Canonical pathways that were significantly altered (Fisher’s exact test, p < 0.05) in zebrafish fast muscle in response to swimming. The number of differentially expressed genes in relation to the total number of genes present in each pathway in the Ingenuity Knowledge Base (No. Genes) and their identity (Pathway molecules) are shown.

**Table S8.** Quantitative real-time PCR (qPCR) validation of microarray results from selected genes

| Ensembl ID         | Gene name | Regulation     | Microarray | qPCR  |
|--------------------|-----------|----------------|------------|-------|
| ENSG00000164434    | FABP7     | Down-regulated | -3,96      | -2,31 |
| ENSDARG00000055216 | TUBA1B    | Down-regulated | -4,13      | -3,20 |
| ENSDARG00000012234 | PSME3     | Down-regulated | -3,11      | -3,16 |
| ENSDARG00000003526 | PSMA5     | Down-regulated | -2,43      | -2,40 |
| ENSDARG00000013804 | CAPNS1    | Down-regulated | -1,29      | 1,39  |
| ENSG00000127418    | FGFRL1    | Up-regulated   | 4,32       | 1,81  |
| ENSDARG00000019150 | FOXA1     | Up-regulated   | 4,22       | 2,71  |

Microarray analysis was successfully validated by qPCR. Results showed the same regulation trend for both techniques. Data shown represent mean fold change and real-time PCR data are shown as the mean  $\pm$  S.E.M. normalized to RPS15 as a reference gene.

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136

**Figure S1.** IPA-based network generated from molecules involved in cell proliferation that are differentially expressed in fast muscle of exercised adult zebrafish. The shapes of the genes correlate with the functional classification symbolised in the legend. Arrows represent the direct relationship between molecules. Color intensity correlates to transcription value, calculated as  $\log_2\text{ratio}$  (exercised/non-exercised); green represents molecules with repressed transcription (negative  $\log_2\text{ratio}$ ); red represents molecules with enhanced transcription (positive  $\log_2\text{ratio}$ ).

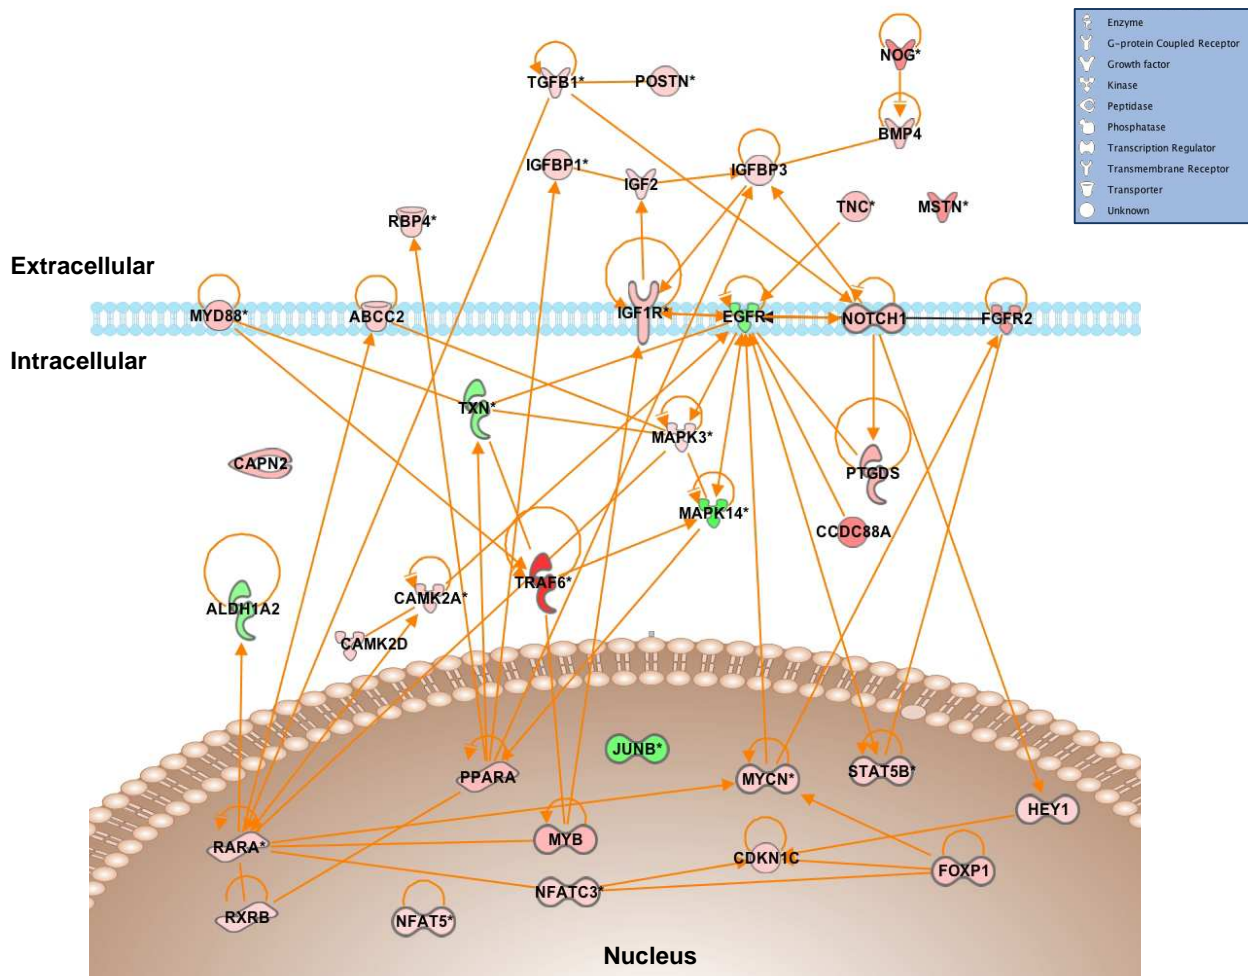

**Supplement:** Supplementary file 8 — Additional file 8: Table S8: Quantitative real-time PCR (qPCR) validation of microarray results from selected genes.

# Supplementary material for: Swimming-induced exercise promotes hypertrophy and vascularization of fast skeletal muscle fibres and activation of myogenic and angiogenic transcriptional programs in adult zebrafish
**Source:** BMC Genomics. 2014 Dec 18;15(1):1136. doi: 10.1186/1471-2164-15-1136
**Supplement:** Supplementary file 9 — Additional file 9: Figure S1: IPA-based network generated from molecules involved in cell proliferation that are differentially expressed in fast muscle of exercised adult zebrafish. The shapes of the genes correlate with the functional classification symbolised in the legend. Arrows represent the direct relationship between molecules. Color intensity correlates to transcription value, calculated as log2ratio (exercised/non-exercised); green represents molecules with repressed transcription (negative log2ratio); red represents molecules with enhanced transcription (positive log2ratio).

**Table S9.** Sequences of primers used in gene expression analyses by qPCR

| Ensembl ID         | Gene name | Primer sequences (5' - 3')                                 | Amplicon size (bp) |
|--------------------|-----------|------------------------------------------------------------|--------------------|
| ENSG00000164434    | FABP7     | (F)TGATGAAACCACAGCAGACGATAG<br>(R)CCTGCGCTCTGGACATTATGC    | 202                |
| ENSDARG00000055216 | TUBA1B    | (F)GGTATGGAGGAGGGCGAGTTCT<br>(R)GGAAACACAGCAGGCAGCATT      | 139                |
| ENSDARG00000012234 | PSME3     | (F)GATGGAGCAGGAGACGACAAAGTT<br>(R)GCTTCCCCTTCCACTGTTCTGA   | 252                |
| ENSDARG00000003526 | PSMA5     | (F)CAATGAGACGATGACTGTGGAGAG<br>(R)TCTCGCGTCACACTGGACAAA    | 196                |
| ENSDARG00000013804 | CAPNS1    | (F)CGGTACAATCAAGGTCAATGTTCA<br>(R)CGTAGTGAGAAACCGTCCCAGTG  | 227                |
| ENSG00000127418    | FGFRL1    | (F)ACCAGCATTTCCATTACCAGTGTT<br>(R)CGAGGTCCATCAGAACTGCGAT   | 141                |
| ENSDARG00000019150 | FOXA1     | (F)ACCCTTCGGCGGCTTTAGAG<br>(R)CGTGGCAATGACTACGATGTATTG     | 82                 |
| ENSDARG00000070849 | RPS15     | (F)CTCAGGAGGAAGCAGCAGTCTCT<br>(R)CCATGTCTCTCAGGTGAGTTTTGAC | 106                |

How the deposited data were processed for this re-analysis (not part of the article)

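Fast muscle of 8 exercised and 8 non-exercised adult zebrafish was measured on 16 single-colour Agilent arrays of a custom 4x44K zebrafish design, with 43803 non-control probes and 4 arrays on each of 4 slides. Each array is 1 fish, and the fish are the replicates of every test.

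The deposited scanner files were made by the authors with Agilent Feature Extraction, which gives each spot intensities on a linear scale: the median spot signal, the local background and a processed signal after background subtraction, with flags for saturation, outliers and signal well above background. The deposited log2 values per array are the authors' processed signals after a shift to the 75th percentile in GeneSpring, each centred on the median of its probe. The fold changes in the deposited table are the authors' ratios of exercised to non-exercised fish. The p-values in the deposited table come from the authors' unpaired t-test, with a Benjamini-Hochberg corrected p value beside each. Values recomputed here by the same steps differed from the deposited values per array by a median of 0.0011 on the log2 scale.

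For the analysis, the processed signal was put on the log2 scale and the 75th percentile of the non-control probes of each array was subtracted. Spots with an outlier flag were left out (49 to 892 per array), and no spot was saturated. Between 21.1% and 54.0% of the probes of an array were well above background, which limits the precision for dim probes. Where a group had no array well above background, only a lower bound of the fold change is given, or none. Probes were tested with lmFit and eBayes of limma, with Benjamini-Hochberg adjustment over all non-control probes and an adjusted p under 0.05 as the threshold. Families of genes were tested with camera at an inter-gene correlation of 0.01, adjusted over 16 families, and compared with 10000 random lists matched on mean signal. Measures of whole arrays were compared by exact permutation of the 16 labels, with a smallest possible p of 0.0001554.

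RefSeq accessions named 9005 probes with 5948 symbols, and the authors' descriptions in the deposited table named 214 more. Of 547 probes with both names, 540 had the same symbol. The other 34584 probes have no symbol here and were counted by the identifier in the scanner files. The sequence search of the methods was not repeated. The genes given individually were taken from those that the paper names at a statement on the arrays or in the table it cites, chosen with the values of its tables already seen, the genes of the quantitative PCR and the fast myosin genes, the 5 probes that rose most and the 5 that fell most among called probes that were well above background on all 16 arrays and carried a symbol, and called members of a family or list where 5 or fewer were called. The probe named klf1 was added after the results were seen. Lists of clock genes and of markers of blood, skin, slow muscle and liver were written before they were tested.

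Before the data were examined, the following alternatives were set: no background correction, quantile normalization, a median shift and cyclic loess; filters on probes well above background on at least 8 or on all 16 arrays; the methods' t-test at its unadjusted threshold of 0.01 and after adjustment; limma at an unadjusted p under 0.01 or with a fold change of at least 1.5; the slide as a random block; the replicate number as a block; array weights; each fish left out in turn; the mean over the probes of a gene; fry and an estimated correlation for the families; and the probe of the deposited table for the paper's lists. Normexp correction (offset 50) of the median spot signal was chosen after seeing the data. The slides hold fish of 1 group each, so the slide could not be a fixed block. The correlations of the fish that share a replicate number ran from 0.029 to 0.415. They were not set against those of fish with different numbers, so they do not show whether the numbers pair the fish.

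On simulated data with 8 arrays against 8, limma recovered 66% of 100 probes changed by 2 on the log2 scale and 98% of those changed by 4, with 5 unchanged probes called, and camera called 1 of 16 families, the one that had been shifted. The simulated values were independent, with no correlation between genes or between arrays of a slide and no trend with brightness. They therefore do not give the rate of false calls on the real arrays. All 16 labels were also divided in 100 splits that kept 8 against 8. The splits other than the real one called a median of 3 families by camera. The work used R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The histology and the quantitative PCR were not analysed here.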

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

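The tests in this part were set before their results were seen, except the comparison of the spike-in control spots with the 75th percentile, which was chosen after.

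In 19 of 199 groups of 8 fish tested, 1 fish lay far from the other 7, judged by the gap to the nearest fish as a share of the range of the group (Dixon's test at the 5% level). Chance alone gives about 1 in 20 groups, or 9.95 of them. Of the 19, 7 were exercised fish 1 and 4 were non-exercised fish 6. Exercised fish 1 was lowest for foxo3b (gap over range 0.5969), fgfr1a (0.5506), jag1b (0.6212), tgfb1a (0.5421), tgfb2 (0.5805), capn3a (0.5777) and il13ra2 (0.5999). Non-exercised fish 6 was lowest for cdc42 (0.5269) and klf2a (0.5637) and highest for smad2 (0.6056) and cry5 (0.6473). The others were non-exercised fish 5, highest for prkaa1 (0.5687), exercised fish 8, highest for bmp4 (0.5419) and lowest for cirbpa (0.5826), non-exercised fish 8, highest for tgfb2 (0.537) and lowest for mapk14a (0.6079), exercised fish 6, lowest for bmal1b (0.5594) and highest for hbaa1 (0.5816), and non-exercised fish 1, lowest for capn3a (0.6235). A further 19 groups were not tested because a spot was marked as an outlier.

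The arrays of exercised fish 8 and 1 and non-exercised fish 6 also had the lowest array weights, 0.214, 0.304 and 0.394, so lower array quality may explain part of these gaps. Without exercised fish 1, 2883 probes were called higher and 1196 lower. None of 12 groups of whole-array measures (background, 75th percentile, share above background, negative controls and spike-ins) had such a fish. No biological explanation was tested for single fish.

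The spike-in control spots, which the paper does not report on, were brighter on every exercised array: over the 75th percentile they lay 3.159 higher on the log2 scale than on the non-exercised arrays (exact permutation p = 0.0001554, the smallest it can give, adjusted p = 0.0004662). A difference in scanner gain or labelling yield would raise the other probes too, but their 75th percentile differed by 0.1971, so it cannot be the whole cause. A different amount of spike-in mix added to the samples of each group could give this, and was not tested. A lower share of messenger RNA in the total RNA of the exercised fish could also raise the spike-ins over the probes, and was not tested. Among the control probes in the authors' deposited table, 10 were spike-in probes, all higher in exercised fish.

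The haemoglobin genes, which the paper does not discuss, had a median log2 fold change of 1.323 in exercised fish (hbaa1 1.56, hbba1 1.32 and hbba2 0.97), at percentile 99.7 among lists matched on mean signal. Adjusted over the list alone, 3 were called (adjusted p 0.00561, 0.00561 and 0.0253), and over all probes 0 by limma, with 3 at an unadjusted p under 0.05. Under the other scalings the median was 1.04 to 1.28. Over all probes hbaa1 and hbba1 were called without background correction (adjusted p 0.0439 and 0.0408), with quantile normalization, cyclic loess and both filters and without non-exercised fish 5, hbaa1 also without non-exercised fish 4 and hbba1 without exercised fish 1 (range over all alternatives 0.0225 to 0.621 and 0.0209 to 0.627). More blood in the exercised samples is a candidate explanation, in line with the increased vascularization the paper reports, but blood left in the tissue at sampling may give the same result, and the data do not tell these apart.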

How the results depend on the processing

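No alternative was chosen after seeing the results except normexp on the median spot signal. Normexp on the mean spot signal was not run, since the files hold no such column. No called result reversed its direction under any alternative. A fold change of at least 1.5 changed no count, since every called probe had passed it.

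Against 2005 probes called higher and 785 lower (1738 and 649 genes), the counts moved by more than 1.5 times as follows. Normexp gave 489 probes higher and 284 lower (454 and 236 genes), and no background correction 710 probes (644 genes) higher. Lower calls rose to 1554 probes (1293 genes) with quantile normalization, 1426 (1200) with a median shift and 1549 (1272) with cyclic loess. The methods' t-test at its unadjusted threshold gave 1820 probes (1549 genes) lower and limma at an unadjusted p under 0.01 gave 1514 (1272). Array weights gave 3132 probes higher and 2580 lower (2689 and 2157 genes). The slide as a random block gave 82 probes higher and 0 lower (75 and 0 genes) by limma, with 2351 probes higher and 1001 lower at an unadjusted p under 0.05. The cause was not tested for any of these. With only the probes well above background on at least 8 arrays, 1091 probes were higher and 1550 lower (980 and 1320 genes), and on all 16 arrays 675 were higher (602 genes), where fewer probes were tested. Of the 2790 called probes, 750 were also called with normexp, 1151 without background correction, 2098 with quantile normalization, 2189 with a median shift, 2406 with cyclic loess, 2700 with array weights and 82 with the slide block.

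Leaving out 1 fish at a time gave 1354 to 2883 probes higher and 287 to 1196 lower, and 1188 to 2441 genes higher and 231 to 1001 lower. The lower counts moved by more than 1.5 times without non-exercised fish 1 (449 probes, 357 genes), 3 (287, 231), 5 (421, 342) or 7 (427, 346), and without exercised fish 1 (1196, 1001), 2 (338, 274), 3 (410, 329) or 4 (433, 353).

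The proteasome, complex I, ATP synthase and ribosomal protein families kept their direction under every scaling. With an estimated correlation, none was called (adjusted p = 0.438 for the proteasome and 0.696 for the other 3). Under fry, complex I (0.0912), ATP synthase (0.0503) and ribosomal proteins (0.513) were not called, nor were ribosomal proteins on the probes well above background on at least 8 arrays (0.162). The range over 13 alternatives was 4.06e-17 to 0.438 for the proteasome, 9.49e-09 to 0.696 for complex I, 2.4e-06 to 0.696 for ATP synthase and 4.28e-24 to 0.696 for ribosomal proteins. TCA cycle enzymes became called with normexp (0.00362), no background correction (0.00159), quantile normalization (0.00504), cyclic loess (0.00644) and the filters at 8 (0.0123) and 16 arrays (0.0391), with a range of 0.00159 to 0.696. Collagens became called with the filters at 8 (0.0123) and 16 arrays (0.0345), with a range up to 0.696. The hox genes became called with normexp (0.0366) and the filter at 8 arrays (0.0107), with a range up to 0.696, and calpains under fry (0.00617), with a range up to 0.696. The cause was not tested. The wnt and bmp families have no value under the filters, and the frizzled, fgf and ephrin families have none under the filter at 16 arrays.

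Whether the replicate numbers pair the fish was not shown: the correlations of fish with the same number ran from 0.029 to 0.415, with no comparison to other fish. With the replicate block, 2256 probes were higher and 991 lower (1929 and 812 genes), and the TCA cycle enzymes were called (adjusted p = 0.0429).

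Among 109 of the probes of genes given individually, calls were lost and gained for 24 and 0 with normexp, 16 and 5 without background correction, 8 and 9 with quantile normalization, 8 and 3 with a median shift, 4 and 12 with cyclic loess, 8 and 3 with the methods' t-test after adjustment, 2 and 8 with array weights, 5 and 1 with the replicate block and 49 and 0 with the slide block. The filters at 8 and 16 arrays kept 77 and 53 of these probes, and each lost 0 and gained 8. The mean over the probes of a gene lost 13 and gained 1 of 49, and leaving out 1 fish at a time lost 160 and gained 18 of 1744.

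The signal over background limits what the arrays can say about dim genes. For 1175 probes called higher and 27 called lower, at least 1 group had no array well above background, and 181 called probes were well above background on no array.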

Differences from the paper's values

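The values here come from the arrays as processed above, and the alternatives named were set before the data were examined unless stated. Fold changes are written as increases or decreases as the paper writes them, and a negative value is a change in the other direction. The point in the paper's counts was read as a separator, so that they are given here in units of 1000 genes.

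In units of 1000 genes, the paper's counts are 2.851 higher and 1.625 lower, against 1.738 and 0.649 here. For the higher genes, cyclic loess, the replicate block, array weights, leaving out exercised fish 1, the methods' t-test at its unadjusted threshold and limma at an unadjusted p under 0.01 came within 1.5 times of the paper's count, and the other 25 of 31 alternatives did not. For the lower genes, quantile normalization, a median shift, cyclic loess, the filter at 8 arrays, array weights, the methods' t-test at its unadjusted threshold and limma at an unadjusted p under 0.01 did, and the other 24 did not.

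For the following fold increases no alternative had the paper's direction and came within the spread between fish (1 SD): tgfb2, the paper's 5.35 against 1.00; fgfr2, the paper's 4.05 against 1.15; fst, the paper's 2.17 against -1.44; ache, the paper's 8.86 against 1.12; klf2, the paper's 8.52 against 1.09; robo2, the paper's 4.3 against 1.17; aldoa, the paper's 3.18 against 1.14; and notch1, the paper's 2.6 against 1.301. The same holds for the fold decreases of pten, the paper's 1.54 against -1.22, and cdc42, the paper's 1.97 against -1.05. These compare the brightest probe of 1 paralog. For aldoa that probe was of aldoab, and a probe of its paralog aldoaa rose 3.09-fold (adjusted p = 0.047). For pten it was of ptena, and a probe of ptenb fell 1.53-fold without a call (adjusted p = 0.205). For klf2 it was of klf2a, and a probe named klf1 (A_15_P108546) rose by 3.09 on the log2 scale, near the paper's 8.52-fold. Since the sequence search of the methods was not repeated, the paper's value may come from a probe with another name here.

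The probe of the deposited table closed the gap, and no other alternative did, for increases in igf1r (the paper's 2.53 against 1.08), mcat (the paper's 3.14 against 1.32) and FGFRL1 (the paper's 4.32 against 1.25), and for the decrease in tnnt3 (the paper's 7.01 against -1.06, a value from 4 fish per group, on 1 slide each). For mb, the paper's 2.95 against 1.38, that probe and the mean over the probes did, and the others did not. For the decrease in FABP7, the paper's 3.96 against 2.20, that probe, the mean over the probes, a median shift and array weights did, and the others did not. For the decrease in srf, the paper's 2.68 against 1.22, only quantile normalization did. For the decrease in mapk14, the paper's 2.78 against 1.94, a median shift, array weights, the mean over the probes and leaving out non-exercised fish 1 or 8 or exercised fish 1, 6 or 8 did, and the others did not, and a dimmer probe of mapk14a (LOL01239) fell 2.78-fold (adjusted p = 0.00316). For jag2, the paper's 1.54 against 1.09, only cyclic loess did, and for trim63, the paper's 2.02 against 1.18, only leaving out non-exercised fish 8 did, and the probe of its paralog trim63b rose 2.02-fold without a call (adjusted p = 0.103).

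Over whole tables, 19 of 79 genes of Table 2 and 11 of 83 of Table 3 changed in the other direction at the brightest probe. The changes matched the paper's within 0.02 on the log2 scale for 25 and 13 genes at the brightest probe, and for 40 of 81 and 27 of 85 at any probe.

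The paper describes the bmp components as higher throughout, and 4 of 6 with a named probe were higher and 2 lower here. It gives acvr2b as higher, and acvr2ba was lower here without a call (adjusted p = 0.778), while mstnb was higher (adjusted p = 0.0335). It gives nrp1 as higher, and the brightest probe of nrp1a was lower here without a call (adjusted p = 0.63). Its text lists capns1 among the higher genes while its supplementary table gives a decrease on the array. The probe that the authors describe as capns1 was lower here (adjusted p = 0.0205), the direction of that decrease. The size was not compared, since no exercised array was well above background. As its RefSeq accession names alkbh6, this probe may not measure capns1. The paper describes the atrophy pathway as activated, and 33 of 37 proteasome subunits were lower here, while fbxo32 (log2 fold change 2.22) and traf6 (3.43) were higher.

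For genes that the paper gives as changed, brightest probes that were called here only under an alternative included those of mdh2 with cyclic loess; foxo3b with cyclic loess and without non-exercised fish 4 or exercised fish 1; bmp4 with cyclic loess and array weights and without non-exercised fish 4 or exercised fish 1 or 7; rac1a with array weights; hdac1 with the filter at 16 arrays, the adjusted t-test and array weights; hif1an with quantile normalization, cyclic loess and both filters; mef2d with quantile normalization and cyclic loess, and its dimmer probe LOL03510 also with both filters, the adjusted t-test, array weights and without exercised fish 1; fabp3 without background correction, with quantile normalization, cyclic loess, both filters, the replicate block and array weights and without exercised fish 6 or 7; eif4ebp1, of which another probe was called, with quantile normalization, a median shift, cyclic loess, both filters and array weights and without non-exercised fish 6 or 8; and mapk14a, of which the 5 other probes were called, without background correction, with quantile normalization, a median shift, the filter at 8 arrays, the adjusted t-test and array weights and without non-exercised fish 8 or exercised fish 1 or 6, and with the mean over the probes (adjusted p = 0.00926, range 0.00301 to 0.643 over the other alternatives).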

Other observations

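The tests in this part were set before their results were seen.

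Of 100 splits of the 16 arrays into 8 and 8, counting the real one, 3 called at least as many probes as the real split and 3 at least as many genes, 41 called at least as many families, 66 gave as strong a correlation of fold change with brightness, 2 called as many clock genes and 3 as many tissue markers. At a share under 0.05, chance in grouping single arrays can be excluded for the counts of probes, genes, clock genes and tissue markers, and cannot be excluded for the number of families or the trend with brightness. These splits divide the arrays of a slide, although arrays of a slide are correlated (0.3003), so they say nothing on chance in grouping whole slides. The median over the other splits was 0 probes, and 2 splits called more than the real one, up to 9702.

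Slides may account for part of the calls. The slides of exercised fish differed from each other in 14333 probes, more than the 2790 between the groups, and the slides of non-exercised fish in 767. Slides 2 and 3 against 1 and 4, a split that sets 1 slide of each group against the others, called 9787 probes, and slides 2 and 4 against 1 and 3 called 489, so the 2790 of the real split lay between the 2 other splits into whole slides. With the slide as a random block, 82 probes were called. Since each slide holds 1 group and the groups were scanned on different days, an effect of training and one of slide or day cannot be separated in these data.

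Dim probes were higher in exercised fish as a whole, and a candidate explanation is what raised the negative control spots over the 75th percentile on the arrays of exercised fish 5 to 8 (mean of -2.88 on the log2 scale). Their local background was not raised. The dimmer probes fell by a median of 0.52 (-0.52) on the arrays of exercised fish 1 to 4 against all non-exercised fish, and rose by 1.20 on those of 5 to 8, so the rise came from 1 slide. Over all exercised arrays the negative control spots were not shown to be higher (exact permutation p = 0.3776). Whether a trend of normalized signal with brightness is the whole cause stays open. Cyclic loess, which removes such trends, brought the medians of the 5 dimmest of 10 bins to between -0.05 and 0.06. Still, 740 single dimmer probes were called higher and 156 lower after it. After normexp 4 were called higher and 4 lower, and without background correction 11 higher and 70 lower.

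The medians of the hox genes (percentile 68.84), fgf ligands (79.36) and wnt ligands (90.45) lay inside the middle 95% of lists matched on brightness. The trend with brightness could therefore account for these medians. As a set, the hox genes were called by camera after normexp (adjusted p = 0.0366), where rho was 0.00. They were also called on the probes well above background on at least 8 arrays (adjusted p = 0.0107). After cyclic loess, which removes such trends too, they were not (adjusted p = 0.221). Whether the trend accounts for the hox genes as a set therefore stays open. The trend does not account for the proteasome subunits and ribosomal proteins, whose medians lay at percentile 0. An effect of training on these families remains open, as slide and scan day were not separated from it.

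Of 35 clock genes listed, 19 had a named probe, 16 higher and 3 lower in exercised fish, with a median log2 fold change of 0.42 (0.09 to 0.17 under other scalings). Adjusted over the list alone, 2 were called, bmal1b (-0.98 ± 0.31 (SE), lower in 8 of 8 fish than the non-exercised mean) and cry5 (1.13 ± 0.33, higher in 8 of 8), both with an adjusted p of 0.0451. Over all probes cry5 was called (adjusted p = 0.0477) and bmal1b was not (adjusted p = 0.0634), though it was called with a median shift (0.0308), cyclic loess (0.0377), the filter at 8 arrays (0.0279) and array weights (0.0381) and without exercised fish 1 (0.0459), with a range of 0.0279 to 0.644. Sampling of the groups at different times of day could give this, as could an effect of training on the clock, and the data do not tell these apart. The call of cry5 over all probes was lost under all 5 other scalings (adjusted p 0.0662 to 0.414), under the methods' t-test (0.0506), with the replicate block (0.0739) and with the slide block (0.627), and without any one of 13 fish (adjusted p 0.0603 to 0.0948).

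Markers of slow muscle and skin had no called gene: slow muscle (3 genes of 10 listed, median -0.16) and skin (8 of 11, median 0.13, -0.12 after a median shift) had 0 called by limma, adjusted over the list alone, and 0 and 2 genes at an unadjusted p under 0.05. Blood markers lay at percentile 99.705 among matched lists, which may come from more blood in the exercised samples. Of 3 liver markers with a named probe, apoa1a was called (adjusted p = 0.00906 over the list alone and 0.0482 over all probes), with 1 exercised and 0 non-exercised arrays well above background, and the median of the list was 0.29 (-0.04 with quantile normalization and -0.01 with cyclic loess). The call of apoa1a over all probes was lost under all 5 other scalings (adjusted p 0.052 to 0.369), under the methods' t-test (0.0598), with the slide block (0.607), the replicate block (0.0566) and array weights (0.0776), and without any one of 14 fish (adjusted p 0.0508 to 0.103).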
